# Persistence of adoptively transferred T cells with a kinetically engineered IL-2 receptor agonist

**DOI:** 10.1038/s41467-019-12901-3

**Published:** 2020-01-31

**Authors:** Giulia Parisi, Justin D. Saco, Felix B. Salazar, Jennifer Tsoi, Paige Krystofinski, Cristina Puig-Saus, Ruixue Zhang, Jing Zhou, Gardenia C. Cheung-Lau, Alejandro J. Garcia, Catherine S. Grasso, Richard Tavaré, Siwen Hu-Lieskovan, Sean Mackay, Jonathan Zalevsky, Chantale Bernatchez, Adi Diab, Anna M. Wu, Begoña Comin-Anduix, Deborah Charych, Antoni Ribas

**Keywords:** Cancer immunotherapy, Interleukins

## Abstract

Interleukin-2 (IL-2) is a component of most protocols of adoptive cell transfer (ACT) therapy for cancer, but is limited by short exposure and high toxicities. NKTR-214 is a kinetically-engineered IL-2 receptor βγ (IL-2Rβγ)-biased agonist consisting of IL-2 conjugated to multiple releasable polyethylene glycol chains resulting in sustained signaling through IL-2Rβγ. We report that ACT supported by NKTR-214 increases the proliferation, homing and persistence of anti-tumor T cells compared to ACT with IL-2, resulting in superior antitumor activity in a B16-F10 murine melanoma model. The use of NKTR-214 increases the number of polyfunctional T cells in murine spleens and tumors compared to IL-2, and enhances the polyfunctionality of T and NK cells in the peripheral blood of patients receiving NKTR-214 in a phase 1 trial. In conclusion, NKTR-214 may have the potential to improve the antitumor activity of ACT in humans through increased in vivo expansion and polyfunctionality of the adoptively transferred T cells.

## Abstract (web summary)

Adoptive cell transfer (ACT) of T cells for tumor treatment often requires IL-2 administration. Here, the authors show that a modified IL-2 cytokine (NKTR-214) can outperform IL-2 in a melanoma mouse model.

## Introduction

Adoptive cell transfer (ACT) of T cells that recognize specific tumor antigens has achieved promising results in patients with advanced cancers^1^. Clinical protocols of ACT infusing ex vivo expanded tumor-infiltrating lymphocytes (TIL) or T cell receptor (TCR) engineered peripheral blood T cells require the concomitant administration of interleukin 2 (IL-2, aldesleukin), usually administered intravenously at the highest tolerated dose every 8 h in an inpatient hospital setting to support expansion and function of the adoptively transferred cells^2^. This dosing regimen results in a high peak of exposure explaining the acute toxicities, which is of very short duration and suboptimally activates the IL-2 receptor^3^. There have been attempts at decreasing the toxicity and improving the pharmacokinetics of IL-2 by lowering the doses and administering subcutaneously, but it is unclear if the benefit is maintained compared to high dose IL-2^4^. In addition, IL-2 has pleiotropic stimulatory effects by activating effector T cells and natural killers (NK) through the binding of the intermediate-affinity heterodimeric receptor IL-2Rβγ, but it also interacts with the high affinity heterotrimeric receptor complex IL-2Rαβγ promoting expansion of regulatory T cells (Tregs), which have known immune suppressive roles in the tumor microenvironment^5–7^. These limitations imposed by high dose IL-2 have restricted the use of ACT in the clinic^8^.

Different strategies have been pursued in order to develop gamma chain-signaling cytokines with an improved safety profile relative to the native IL-2 cytokine and that selectively expand effector T cells over Tregs^9–12^. NKTR-214 (also known as bempegaldesleukin) is a prodrug with the same amino acid sequence as the clinically approved IL-2, but which is conjugated with multiple releasable chains of polyethylene glycol (PEG). In its prodrug form, NKTR-214 does not bind to IL-2 receptors and does not activate T cell signaling. However, when exposed to physiological conditions, the PEG chains sequentially release over time, allowing the cytokine to bind and trigger signaling through the IL-2 receptor complex. In its most active forms, 1-PEG-IL-2 and 2-PEG-IL-2, the position of the PEGylation reduces the interaction between IL-2 and its cognate IL-2Rα subunit, while the affinity to the IL-2Rβγ complex remains relatively unchanged^3,13^. Prior studies have provided evidence that the preferential activation of IL-2Rβγ over IL-2Rα results in an increased ratio of tumor-killing CD8 T cells to Treg in NKTR-214 treated mice compared with IL-2 (400 versus 18 fold, respectively)^3,13^. Free unconjugated-IL-2 is essentially undetectable as it clears faster than it forms. NKTR-214 as a monotherapy and in combination with anti-PD-1 antibodies or Toll-like receptors (TLR) agonists, is currently being evaluated in an outpatient setting in several clinical trials, showing early evidence of efficacy in multiple tumor types along with a favorable outpatient dosing^14^.

In the current work, we test the hypothesis that co-administered NKTR-214 can outperform IL-2 to improve the in vivo expansion, activation, and persistence of adoptively transferred effector T cells to improve anti-tumor efficacy. To test this principle, we used the pre-clinical pmel-1 mouse model to study the behavior of tumor-specific CD8 T cell expansion when NKTR-214 is combined with ACT compared to ACT + IL-2. All CD8 T cells from pmel-1 mice have a transgenic T cell receptor (TCR) specific for the melanoma antigen gp100 expressed by B16-F10 murine melanoma cells. This model allows controlled evaluation of the anti-tumor activity, biodistribution, in vivo functionality, and gene expression profile from these T cells when combined with either NKTR-214 or IL-2. In addition, we analyze the T cell polyfunctionality of murine T cells and also explore the polyfunctionality of human T cells obtained from patients treated with NKTR-214 within a single agent, phase I clinical trial.

## Results

### ACT + NKTR-214 achieves long-lasting anti-tumor responses

The anti-tumor effects of NKTR-214 to support the expansion and functionality of adoptively transferred antitumor T cells was evaluated in mice bearing established B16-F10 murine melanoma tumors larger than 150 mm^3^ at the time of ACT. C57BL/6 mice were implanted with B16-F10 and received pmel-1 Thy1.1+ T lymphocytes activated in vitro with gp100 peptide followed by systemic treatment with either IL-2 or NKTR-214 after a lymphodepletion regimen using 500 cGy total body irradiation (Fig. 1a). A dose escalation was performed to define the dose of NKTR-214 to administer with ACT in order to achieve an anti-tumor response with acceptable toxicity profile in mice (Supplementary Fig. 1a–d). NKTR-214 in combination with ACT was well-tolerated up to 0.8 mg/kg of NKTR-214, which was given once every 9 days for three doses (q9dx3) as previously shown^3^. No difference in tumor delay was observed with a fourth dose (Supplementary Fig. 1e). The previously reported dosing regimen for ACT + IL-2 was used as a comparator (0.4 mg/kg for three consecutive days, qdx3)^15^. In order to reasonably balance the different pharmacokinetic profiles between NKTR-214 and IL-2, we repeated the qdx3 IL-2 dosing regimen every 9 days to coincide with the q9dx3 schedule for NKTR-214. The adoptively transferred cells were only administered on day 1 after lymphodepletion, and ACT was not repeated with subsequent administrations of either NKTR-214 or IL-2.

**Fig. 1:**
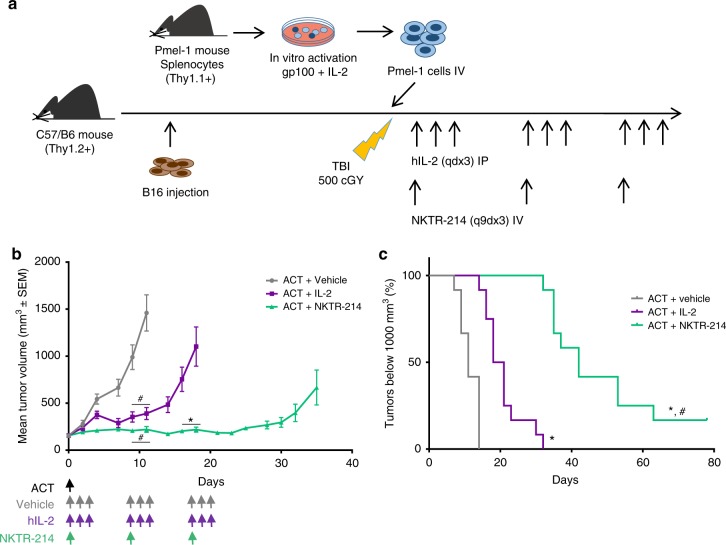
Superior antitumor response by adoptively transferred T cells with NKTR-214 compared to IL-2. **a** Schematic of the pmel-1 ACT model. Time points in days throughout the text refer to the number of days post-administration of ACT + NKTR-214 or ACT + IL-2 at day 0. Subsequent to day 0, no further ACT was given. A second dose of either NKTR-214 (one dose) or IL-2 (qdx3) was given at day 9 and day 18 per the q9dx3 dosing regimen. **b** Changes in mean tumor volume over time. Data are means ± s.e.m (*n* = 12). *p < 0.0001 compared to ACT + IL-2; ^#^*p* < 0.0001 compared to vehicle (two-way ANOVA, with Bonferroni-Dunn multiple comparisons test). (**c**)Tumor growth delay was assessed for each tumor growth curve by interpolating the time to achieve tumor volume of 1000 mm^3^. ^#^*p* < 0.0001 compared to ACT + IL-2 (Log-Rank Mantel–Cox test). The experiment is representative of three replicates.

ACT + NKTR-214 led to significant tumor growth inhibition with less frequent dosing in the aggressive B16-F10 model compared to ACT + IL-2 or ACT + vehicle (Fig. 1b, c). As demonstrated previously^16^, pmel-1 ACT without IL-2 supplementation had little to no antitumor benefit in this model, highlighting the critical role of IL-2 to provide robust antitumor activity with ACT. Mice receiving ACT + NKTR-214 showed a median tumor growth delay (evaluated as time to reach a tumor volume of 1000 mm^3^) of 42 days compared to ACT + IL-2 or ACT + vehicle (19.5 and 11 days, respectively, Fig. 1c). Two out of 12 mice in the ACT + NKTR-214 had small tumors neither growing nor shrinking until the end of the study (Fig. 1c and Supplementary Fig. 2a). Tumors from these mice showing long term response were harvested and processed for immunohistochemical (IHC) analysis, which revealed persistent tumor-infiltrating CD8 T cells in the samples (Supplementary Fig. 2b). To monitor potential treatment toxicities, we observed mice for any appearance of clinical signs and measured their body weight throughout the course of the experiments. Results showed that mice did not present any weight changes or other observable side effects after injection of 0.8 mg/kg of NKTR-214 in combination with ACT (Supplementary Fig. 3a). There was a trend towards increased CD8 T cells infiltrates in liver and kidney on day 5 after ACT + NKTR-214 or ACT + IL-2 as assessed using IHC staining. These ranged from 0–6% positive cells in kidney and 0–40% in liver, declining to less than 10% by day 9, prior to administration of the second dose. These effects did not result in obvious clinical signs based on the activity level and observed behavior of the mice (Supplementary Fig. 3b, c).

### NKTR-214 expands adoptively transferred CD8 T cells

To better understand the mechanisms of improved antitumor activity and T cell trafficking with the ACT + NKTR-214 treatment, pmel-1 Thy1.1 + T cells were genetically modified to express firefly luciferase, which allows detection of T cells in vivo using bioluminescence imaging (BLI) to follow the biodistribution of the adoptively transferred T-cells and tumor-specific homing (Fig. 2a–c). BLI analysis showed that ACT without IL-2 resulted in minimal to no in vivo expansion of the adoptively transferred pmel-1 cells but there was some accumulation in the tumors due to cognate antigen recognition (Fig. 2a, left column), as we have previously described^17^, further portraying the key role of IL-2 supplementation for an effective antitumor response with ACT. BLI images from the ACT + NKTR-214 treatment greatly increased T cell expansion in the spleen from day 5 to day 7 compared to ACT + IL-2 (Fig. 2a, middle and right columns). At day 5, quantification of BLI in serial images with region of interest (ROI) analysis at the site of spleen revealed an average radiance 14-fold higher in ACT + NKTR-214 compared to ACT + IL-2 treated mice (Fig. 2b). These data were supported by immuno-PET imaging using cys-diabody (cDb) targeting CD8 in vivo, allowing whole body non-invasive imaging to study the sites of accumulation of CD8 T cells (Fig. 2d). In addition, ex vivo biodistribution analysis of radioactivity from harvested organs demonstrated that the signal in the spleen was 5-fold higher in the ACT + NKTR-214 group compared with the ACT + IL-2 group on day 5 after treatment (Fig. 2e). CD8 IHC of spleens analyzed by sequential digital pathology confirmed a significantly higher expansion of CD8 T cells in mice treated with ACT + NKTR-214 compared to ACT + IL-2 (Fig. 2f, g). NKTR-214 triggered a rapid reconstitution of splenic immune cells after lymphodepletion in the ACT + NKTR-214 treated mice, resulting in splenocyte cell counts seven times higher than ACT + IL-2-treated mice 6 days after total body irradiation (Supplementary Fig. 4). It was noted that by day 9 and before the second dose of NKTR-214 or IL-2, a substantial decrease in the BLI signal was observed in spleen and tumor, independently of the treatment (Fig. 2b, c and Supplementary Fig. 5a), consistent with a q9d dosing schedule. The use of anti-CD8 immuno-PET once again provided confirmation of these kinetics by observation of a temporary decrease in the CD8 T cell signal in spleen and tumor by day 9 (Supplementary Fig. 5b, c). Strikingly, the second NKTR-214 dose administered on day 9 triggered a new expansion of the adoptively transferred T cells (given only on day 1) in spleen and tumor, which persisted from day 12 to day 17. In sharp contrast, minimal secondary expansion was noted in the group re-dosed with IL-2 (Fig. 2a–c). The peak of T cell infiltration in the tumor after the second NKTR-214 dose was reached at day 14, with an average radiance 6-fold higher in the ACT + NKTR-214 group compared to the ACT + IL-2 group (Fig. 2a–c). No further expansion of CD8 T cells was observed after the third dose of NKTR-214 performed at day 18 (Fig. 2b, c).

**Fig. 2:**
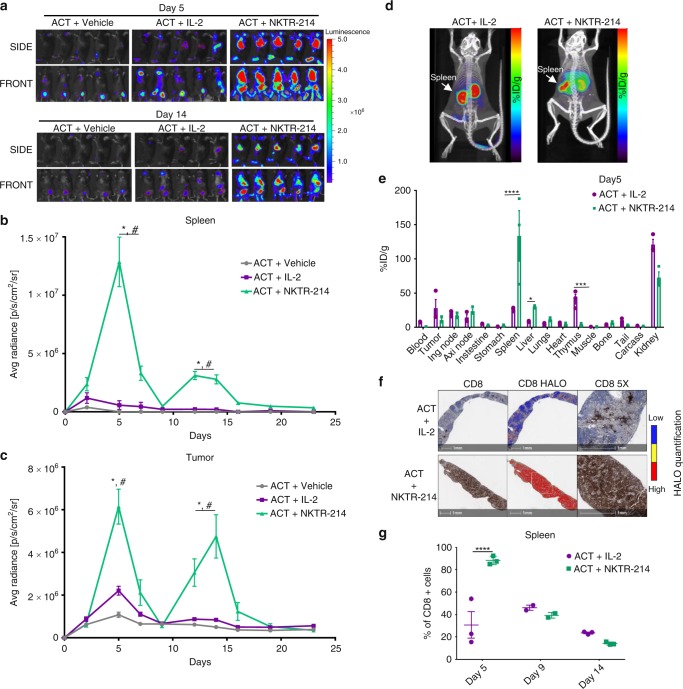
Increased T cell expansion in the spleen and durable tumor infiltration with NKTR-214 treatment. **a** Time-course bioluminescence imaging (BLI) of firefly luciferase-labeled pmel-1 T cell trafficking in vivo. Representative images on days 5 and 14, five replicate mice per group. T cell expansion in spleen (upper panels, SIDE); mobilization and persistence in tumor (lower panels, FRONT). Scale bar shows the radiance, going from a minimum of 3.0 × 10^5^ e to a maximum of 5.0 × 10^6^ photons second^−1^ cm^−2^ steradian^−1^. **b**, **c** Quantitative imaging analysis of region of interest (ROI) of spleen (**b**) and tumor (**c**) through day 23 after ACT of pmel-1 T cells expressing luciferase. Mice were treated with the combination of ACT and NKTR-214 (0.8 mg/kg, q9dx3, i.v.) or with IL-2 (0.4 mg/kg, qdX3 every 9 days for 3 cycles, i.p.), or vehicle control. Signal in spleen reached the peak at day 5 for ACT + NKTR-214 compared to ACT + IL-2. *p < 0.0001 ACT + NKTR-214 compared to ACT + IL-2, ^#^*p* < 0.0001 compared to ACT + vehicle, two-way ANOVA with Tukey multiple comparisons test, *n* = 5, mean ± SEM. **d** Representative immuno-PET/CT images acquired on day 5 after treatment with ACT + IL-2 or ACT + NKTR-214 (*n* = 3/group) using Zr-89-labeled anti-CD8 cys-diabodies (cDb). Scale bar represents the percent-injected dose per gram of tissue (%ID/g) detected, from low (black) to high (red) intensity. **e** Ex vivo analysis of T cell biodistribution in organs harvested at 24 h post-injection of Zr-89 cDb. %ID/g: injected dose per gram. The diabody and residualizing radionucleotide undergo renal clearance, hence the high non-specific signal from kidneys. Mean ± s.e.m (*n* = 3),*p < 0.05, ***p < 0.001, ****p < 0.0001, unpaired *t*-test. **f** CD8+ staining of FFPE from spleen at day 5, representative image of three replicates per group. HALO software analysis showing intensity of marker expression, from low (blue) to high (red) expression level. **g** Digital pathology quantification of IHC slides using HALO software showing the percentage of CD8 T cell expansion in the spleen at different time points. ****p < 0.0001, mean ± s.e.m, unpaired *t*-test.

### Characterization of cell subsets modulated by ACT + NKTR-214

To further characterize the functional phenotype of the treatment-induced immune cell populations, we performed mass cytometry in spleen and tumors of mice treated with ACT in combination with NKTR-214 or IL-2 at day 7 and 14, the peak of the first and second CD8 T cell expansion. Our panel comprised of T, NK, B, and myeloid cell lineage markers (Supplementary Table 1). We first manually annotated seven main immune populations from CD45+ cells (Supplementary Fig. 6a) using *t*-stochastic neighbor embedding (t-SNE)-generated heat maps corresponding to myeloid cells, dendritic cells (DC), NK cells, B cells and T cells (Fig. 3a, b). As expected, the clusters showing greater differences between treatments were T cell populations, both in spleen and tumor (Fig. 3a–d). Additionally, in the spleen the myeloid compartment was increased at day 7 and 14 by ACT + NKTR-214 treatment (Fig. 3a–c). The robust re-treatment effect was particularly striking after NKTR-214 compared to IL-2 at day 14 (5 days post-administration of the second dose), confirming the in vivo imaging result of Fig. 2c. The NK cluster expanded preferentially with ACT + IL-2 at day 7, and with ACT + NKTR-214 at day 14 (Fig. 3a–c). T-SNE density plots showed that IL-2 led to preferential B cells expansion in spleen, on days 7 and 14 (Fig. 3a). Interestingly, dendritic cell populations represented an important fraction of the tumor immune cells in both ACT + IL-2 and ACT + NKTR-214-treated mice at an early time point (30.3% and 18.2%, respectively, Fig. 3b–d). In the tumor at day 7, the two treatments did not differ significantly in the expansion of any immune population, except for T cells (Fig. 3b–d). At day 14, IL-2 preferentially expanded NK, while NKTR-214 expanded dramatically the T cell compartment, suggesting that the T cells are the main contributors in the enhanced anti-tumor response by NKTR-214 in this model. This finding was confirmed by IHC-based quantification of CD8-stained tumor sections, showing a significantly higher number of intratumor lymphocytes in the ACT + NKTR-214 group compared to ACT + IL-2 group at day 14 (37.5% vs 9.3% of total tumor cells, Fig. 4a, b).

**Fig. 3:**
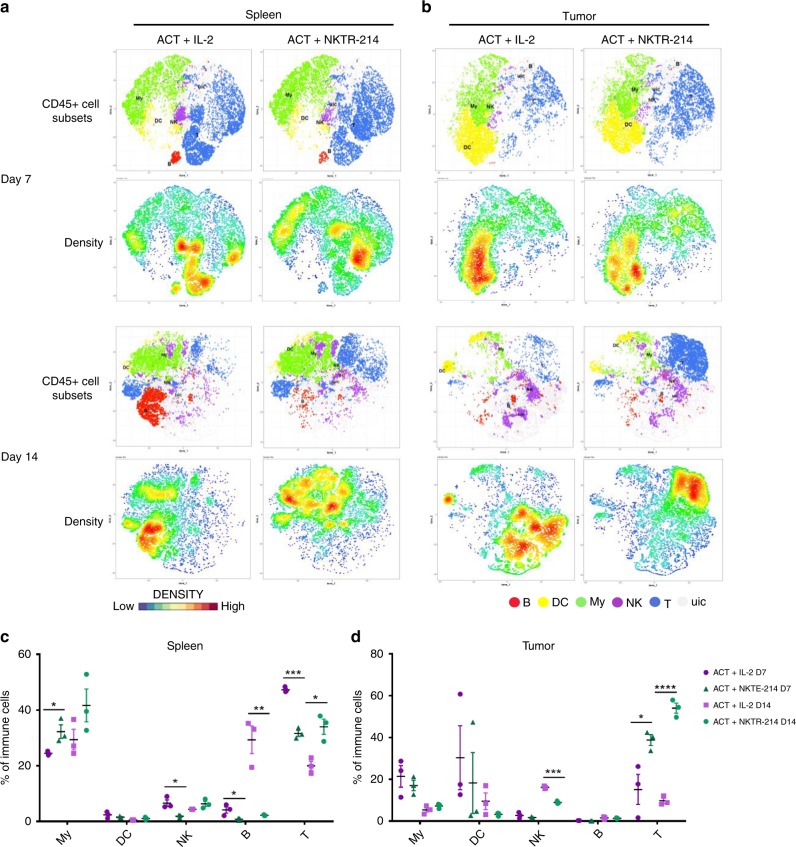
Identification of differentially activated immune cells A. **a**, **b** Mass cytometry at day 7 and 14 after treatment with t-SNE plots showing annotated clusters (upper panels) and density plots (lower panels) in spleen (**a**) and tumor in mice treated with CT + NKTR-214 compared to ACT + IL-2. **b** Density scale bar represents marker expression of cells for a given cluster, ranging from low expression (blue) to high expression (red). In the CD45+ cell subsets panels, red dots represent B cells (B), yellow dots: dendritic cells (DC), green dots: myeloid cells (My), purple dots: natural killer cells (NK), blue dots: T cells (T), light gray dots: unidentified cluster (uic). **c**, **d** Cell frequencies were calculated for the annotated clusters and displayed on a per-mouse basis in spleen (**c**) and tumor (**d**). Mean ± s.e.m (*n* = 3), *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, unpaired *t*-test. The experiment is representative of two replicates.

**Fig. 4:**
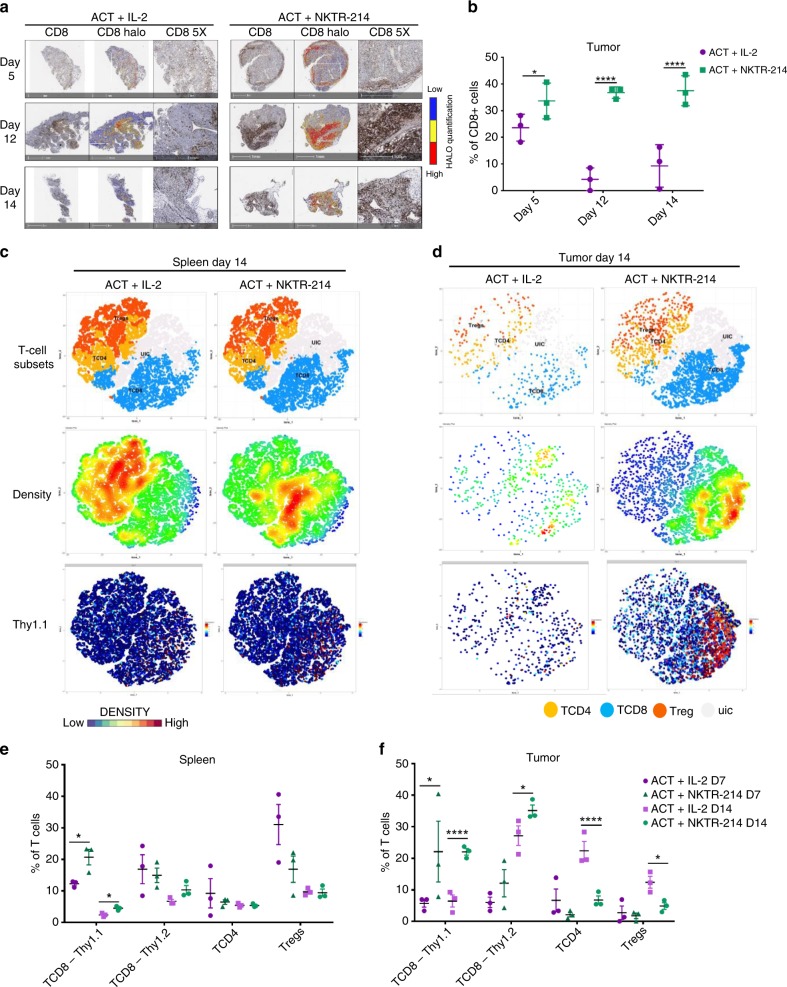
Increased T cell infiltration is a significant component of NKTR-214′s anti-tumor efficacy. **a** Immunohistochemistry (IHC) CD8 T cells staining in tumors at different time points, representative image of three replicates per group. HALO software analysis showing intensity of marker expression, from low expression (blue) to high expression (red). **b** HALO software digital quantification of IHC slides showing the percentage of CD8 T cells infiltrating the tumor at different time points. *p < 0.05, ****p < 0.0001, mean ± s.e.m, unpaired *t*-test. **c**, **d** Mass cytometry results on T cells compartment. T-SNE plots showing annotated clusters (upper panels), density plots (middle panels) and Thy1.1 marker expression level plot (lower panels) in spleen (**c**) and tumor at day 14 (**d**). Density scale bar represents marker expression of cells for a given cluster, ranging from low expression (blue) to high expression (red). In the T cell subsets panels, yellow dots represent CD4+ T cells (TCD4), blue dot: CD8+ T cells (TCD8), orange dots regulatory T cells (Treg), light grey dots: unidentified cluster (uic). **e**, **f** Cell frequencies at day 7 and 14 after treatment were calculated for the annotated T cell clusters and displayed on a per-mouse basis in spleen (**e**) and tumor (**f**). Mean ± s.e.m (*n* = 3), *p < 0.05, ****p < 0.0001, unpaired *t*-test. The experiment is representative of two replicates.

### NKTR-214 favors CD8 T cell tumor infiltration over Tregs

We performed further T cell subset analyses using the mass cytometry data (Supplementary Fig. 6a). We identified three main subpopulations: CD8 T cells, CD4 T cells, and Tregs. Confirming what was described in the previous experiments, analysis of T cell populations revealed increased expansion and persistence of adoptively transferred Thy1.1+ CD8 T cells in spleen and tumor of mice treated with ACT + NKTR-214 compared to ACT + IL-2, both at days 7 and 14 days (Fig. 4c, d, Supplementary Fig. 6b, c). Density plots of the T cell clusters showed the preferential activation of tumor-specific Thy1.1 +CD8 T cells over Tregs in spleen and tumor for the ACT + NKTR-214-treated mice, while the opposite trend was observed in the ACT + IL-2 group, both at day 7 and 14 (Fig. 4c–f, Supplementary Fig. 6b, c). While the Thy1.1/Tregs ratio was two-fold higher in spleen after ACT + NKTR-214 compared to ACT + IL-2 at day 7 and 14 (Supplementary Fig. 7a), this ratio was 4 and 11-fold higher in tumor, respectively (Supplementary Fig. 7b). Remarkably, up to 40% of intratumor lymphocytes were tumor antigen-specific at day 7 and up to 22% at day 14 in the ACT + NKTR-214 group (Fig. 4f). Interestingly, NKTR-214 preferentially expanded Thy1.1+ tumor-specific CD8 T cells over the endogenous Thy1.2+ CD8 T cells in spleen at day 7 after treatment (Fig. 4e, Supplementary Figs. 6b and 7e). Ki-67 expression marker analysis showed that ACT + NKTR-214 treatment resulted in an increased proliferation of T cell clusters, particularly CD8 T cells in spleen and tumor at both time points (Supplementary Fig. 7c–e). The expression of PD-1 was low or absent in the spleen of both treatments (Supplementary Fig. 7c), while NKTR-214 enhanced activation of T cells in tumor in the mice treated with ACT + NKTR-214 (Supplementary Fig. 7d).

### NKTR-214 treatment increases immune-related gene expression

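RNA was taken from whole tumors of C57BL/6 mice bearing B16-F10, a murine melanoma line that expresses the antigen gp100. The mice had received 500 cGy of total body irradiation and 2000000 pmel-1 splenocytes, whose CD8 T cells carry a transgenic TCR specific for gp100, once their tumors measured at least 150 mm3. One group then received IL-2 at 0.4 mg/kg on 3 consecutive days of each cycle. The other group received NKTR-214, a pegylated form of IL-2, at 0.8 mg/kg once per cycle. Cycles were 9 days apart. The tumors of 3 mice per group gave 1 library each. The authors sequenced 50-base single-end reads, mapped them to GRCm38 with HISAT2, counted them per gene with HTSeq and deposited FPKM values (fragments per kilobase of exon, scaled to the mapped fragments of the library) for 21358 entries. FPKM corrects for exon length and for the number of mapped reads, and the authors state no other scaling between libraries. The deposited values hold no read counts, so the depth of each library is not known here and no counting interval is given. The FPKM values of all entries summed to 231070.5, 176419.8 and 218270.9 in ACT + IL-2 replicates 1, 2 and 3 and to 242350.0, 246513.7 and 217581.4 in ACT + NKTR-214 replicates 1, 2 and 3, with the lowest sum in ACT + IL-2 replicate 2. Bulk tumor RNA mixes tumor, stromal and immune cells, so a gene can rise because its cells became more numerous or because each cell expressed more of it. The groups were compared on log2(FPKM + 1) with limma over the 14172 genes with a mean FPKM of at least 0.1, with Benjamini-Hochberg adjustment and a threshold of 0.05. A fold change on this scale understates the change of genes with low values. With 3 tumors per group, an exact two-sided permutation test of a single gene cannot give a p below 0.1, so the adjusted p-values rest on the variance that limma shares across genes. Gene positions are those of GENCODE vM21 on GRCm38.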

To determine the impact of NKTR-214 in combination with ACT on the tumor microenvironment, we performed RNA sequencing (RNA-seq) analysis of tumor samples harvested at day 12. The experiment was conducted two days before the second peak of T-cell expansion in tumors of ACT + NKTR-214 treated mice to assess differences at transcriptomic level potentially responsible for the different cellular phenotype between the two treatments. 

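The 1500 genes with the largest variance of log2(FPKM + 1) were z-scored and clustered with Euclidean distance and complete linkage. The first split of the tree parted the 3 ACT + IL-2 tumors from the 3 ACT + NKTR-214 tumors. Distances between tumors of different groups ranged from 42.3 to 87.2 z-score units, against 16.8 to 35.0 within ACT + IL-2 and 21.6 to 29.9 within ACT + NKTR-214. Of these genes, 1347 (89.8%) had a higher mean in ACT + NKTR-214 and 153 had a lower mean. This share moved most with the number of genes taken and was 68.2% among the 5000 most variable genes. Over all genes tested with limma, 2940 were higher and 1173 were lower in ACT + NKTR-214 at a Benjamini-Hochberg adjusted p under 0.05, so that 71.5% of the differentially expressed genes were higher. In 6007 genes (42.4%) the 3 tumors of one group did not overlap the 3 of the other, where chance gives 10% of genes. The balance of higher and lower genes changed with the scaling of the libraries. Both other scalings set the libraries to a common level. They therefore do not test whether the balance for FPKM as deposited comes from the scaling. With FPKM scaled to a common 75th percentile, 3262 genes were higher and 3710 were lower (46.8% higher). Quantile normalization gave 2669 higher and 4549 lower genes (37.0% higher) and moved the median log2 fold change of all genes by -0.145. When ACT + IL-2 replicate 2 was left out, 2004 genes were higher and 2003 were lower, and in the other 5 fits that left out 1 tumor 72.7 to 79.6% of the calls were higher.

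**Figure D1:**
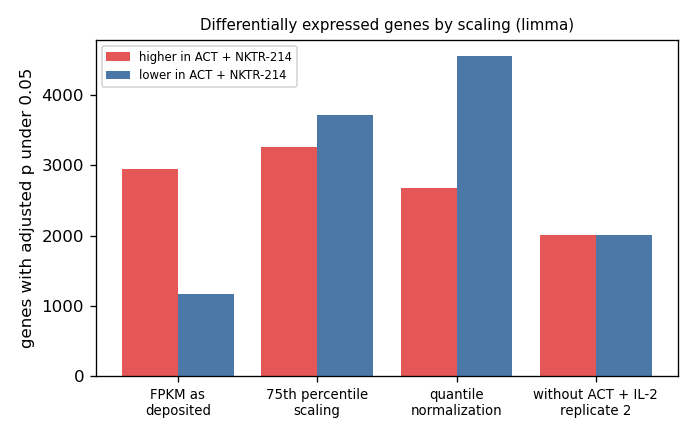
Number of genes (vertical axis) with an adjusted p under 0.05 in limma that were higher (red) or lower (blue) in ACT + NKTR-214 tumors, for FPKM as deposited and under the alternatives named on the horizontal axis. Higher genes outnumber lower genes for FPKM as deposited, and lower genes outnumber higher genes with either other scaling.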

Hierarchical clustering of the most variable genes demonstrated that ACT + NKTR-214 induced far greater gene expression in tumor samples than ACT + IL-2 treatment (Fig. 5a). 

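Principal component analysis of centred log2(FPKM + 1) values of the same most variable genes placed 92.6% of the variance on the first component and 3.46% on the second. Scores on the first component were -17.73, -37.81 and -39.61 for ACT + IL-2 replicates 1, 2 and 3 and 31.44, 42.72 and 21.00 for ACT + NKTR-214 replicates 1, 2 and 3. The gap between the nearest tumors of the 2 groups, ACT + IL-2 replicate 1 and ACT + NKTR-214 replicate 3, was wider than the range of scores within either group. On the second component ACT + IL-2 replicate 1 had a score of 12.45, and the other libraries lay between -6.74 and 2.40. The share on the first component moved most when the 5000 most variable genes were taken, to 88.0%.

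**Figure D2:**
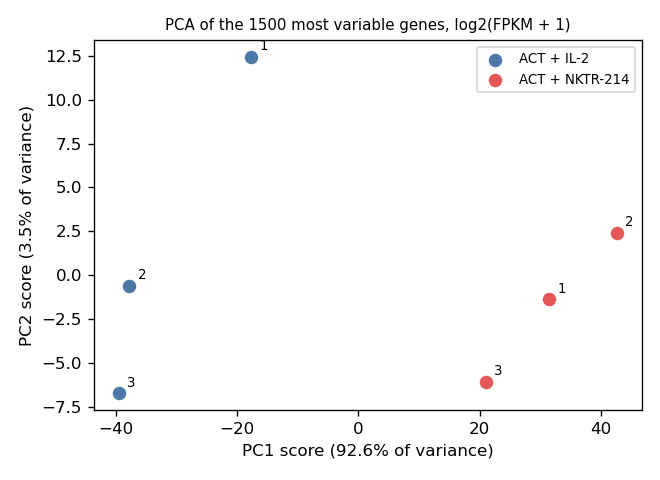
Scores of the 6 tumors on the first (horizontal axis) and second (vertical axis) principal components of log2(FPKM + 1). Each point is 1 tumor, and the ACT + IL-2 tumors (blue) have negative scores on the first component while the ACT + NKTR-214 tumors (red) have positive scores.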

The detailed principal component analysis (PCA) showing the clustering of the three biological replicates for all treatment groups is shown in Supplementary Fig 8a. Gene set enrichment analysis (GSEA) of the genes log2 upregulated between ACT + NKTR-214 compared to ACT + IL-2 showed that the top ten significantly enriched sets from Gene Ontology (GO) included immune response, T cell activation and proliferation, and inflammatory-related genes (Fig. 5b). 

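Gene Ontology sets were not used here. Preranked enrichment of log2 fold changes was computed with fgsea over 670 mouse Reactome sets of 15 to 500 tested genes. At an adjusted p under 0.05, 81 sets had a positive normalized enrichment score (NES) and 97 had a negative one. A preranked test treats genes as replicates, so limma's camera test, which allows for correlation between genes, was run on the same sets. It called 64 of the positive sets and all 97 negative sets in the same direction. Under the alternatives, the positive sets numbered 63 to 86 and the negative sets 34 (without ACT + IL-2 replicate 1) to 169 (with 75th percentile scaling). Positive sets outnumbered negative sets with a pseudocount of 0.1, without ACT + IL-2 replicate 1 and without ACT + NKTR-214 replicate 3, and not under the other alternatives. Immunoregulatory interactions between a lymphoid and a non-lymphoid cell (61 genes) had the highest NES, 2.13 (adjusted p = 2.54e-11 from fgsea and 9.94e-15 from camera). The NES was 2.04 for chemokine receptors bind chemokines (41 genes), 2.02 for costimulation by the CD28 family (45 genes), 1.98 for TCR signaling (52 genes) and 1.898 for interferon gamma signaling (85 genes). The lowest NES values were -3.10 for the regulation of cholesterol biosynthesis by SREBP (37 genes) and -2.93 for cholesterol biosynthesis (22 genes). Sets of cell division were also among the negative sets, with an NES of -2.865 for mitotic prometaphase (98 genes). It was -2.477 for the G2 M transition (96 genes) and -2.014 for DNA replication (98 genes). Among families defined by gene symbol, chemokines and their receptors (45 genes, 41 with a positive log2 fold change) had an NES of 2.12 (adjusted p = 1.44e-09 from fgsea and 3.28e-13 from camera). Interleukins and their receptors (52 genes, 46 with a positive log2 fold change) had an NES of 2.02 (adjusted p = 1.38e-08 from fgsea and 3.13e-13 from camera). The median log2 fold change of the chemokine family was 1.13, and it was 1.11 with 75th percentile scaling and 0.98 with quantile normalization.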

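The interferon-γ gene *Ifng* (chromosome 10, 118441046 to 118445892) had 6.91 ± 1.19 FPKM in ACT + NKTR-214 tumors and 1.59 ± 0.612 FPKM in ACT + IL-2 tumors (SD, n = 3 each). Its log2 fold change was 1.63 (standard error 0.18, adjusted p = 8.29e-06 from limma with Benjamini-Hochberg adjustment), and the tumors of the 2 groups did not overlap. Of the 50-base windows of its transcript, 13.6% also occur in another annotated gene. *Il5* (chromosome 11, 53720794 to 53725106) was close to 0 in ACT + IL-2, with 0.0766 ± 0.0124 FPKM, against 0.546 ± 0.177 FPKM in ACT + NKTR-214 (SD, n = 3 each), a log2 fold change of 0.52 (adjusted p = 0.000752 from limma). *Il15* (chromosome 8, 82331632 to 82403222) rose from 1.81 ± 0.398 to 2.95 ± 0.254 FPKM (SD, n = 3 each). Its log2 fold change of 0.50 (adjusted p = 0.0192 from limma) passed the threshold in 2 of the 6 fits that each left out 1 tumor, and it did not pass with quantile normalization (adjusted p = 0.0596 from limma). *Il6* (chromosome 5, 30013114 to 30019981) had 0.220 ± 0.0584 FPKM in ACT + IL-2 and 0.646 ± 0.374 FPKM in ACT + NKTR-214 (SD, n = 3 each), where replicate 3 (0.258 FPKM) lay just above the highest ACT + IL-2 tumor (0.257 FPKM). The log2 fold change of *Il6* was 0.41 (adjusted p = 0.0331 from limma), and it did not pass with 75th percentile scaling (adjusted p = 0.0719 from limma). *Il27* (chromosome 7, 126589010 to 126594941) had 1.14 ± 0.682 and 2.34 ± 0.967 FPKM (SD, n = 3 each) with overlapping tumors, and 10.1% of its exon bases also belong to the gene *Apobr*. The log2 fold change of *Il27* was 0.65 (adjusted p = 0.0348 from limma), and with 75th percentile scaling it did not pass (adjusted p = 0.106 from limma). *Il18* (chromosome 9, 50554827 to 50581840) had 5.08 ± 1.27 and 7.23 ± 0.817 FPKM (SD, n = 3 each) without overlap. Its log2 fold change of 0.45 missed the threshold (adjusted p = 0.06 from limma) and passed it among genes with a mean FPKM of at least 1 (adjusted p = 0.033 from limma). With each gene's variance estimated from its own 6 values, the adjusted p-values in limma ran from 0.0597 for *Ifng* to 0.277 for *Il27*, above the threshold throughout.

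**Figure D3:**
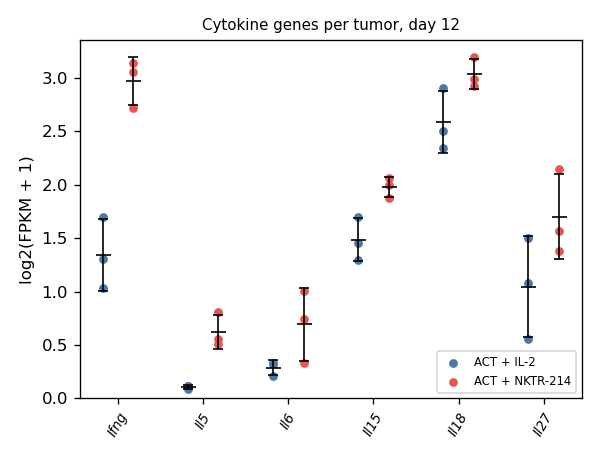
log2(FPKM + 1) of *Ifng*, *Il5*, *Il6*, *Il15*, *Il18* and *Il27* (vertical axis) in each ACT + IL-2 tumor (blue) and ACT + NKTR-214 tumor (red), with the mean and SD of 3 tumors per group in black. The groups overlap for *Il27* only, and *Ifng* has the widest gap between the means.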

Genes higher expressed in the ACT + NKTR-214 compared to ACT + IL-2 samples include interferon-γ (IFN-γ) (Fig. 5b, Supplementary Fig. 8b), IL-5, IL-6, IL-15, IL-18, and IL-27 (Supplementary Fig. 8b), and chemotaxis-related genes (Fig. 5b, Supplementary Fig. 8c). To better characterize the transcriptional profile of the T cell population, we focused on the expression of selected genes with a known role in regulating T cell populations. 

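All 19 genes of Fig. 5c were among the genes tested, and log2(FPKM + 1) of their deposited values lay within 5e-06 of the paper's Source Data in all 6 tumors. Of these genes, 18 were higher in ACT + NKTR-214 at an adjusted p under 0.05 from limma, with no overlap between the tumors of the 2 groups, and *Cd44* was not. The count was the same when adjusted over the 19 genes alone. It did not move with a pseudocount of 0.1, with either other scaling or in any fit that left out 1 tumor. With each gene's variance estimated from its own 6 values, 6 genes passed.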

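Among the effector genes shown in Fig. 5c, *Gzma* (chromosome 13, 113093825 to 113100981) rose most, from 4.91 ± 1.56 FPKM in ACT + IL-2 to 239 ± 41.4 FPKM in ACT + NKTR-214 (SD, n = 3 each), a log2 fold change of 5.36 (standard error 0.19, adjusted p = 1.21e-10 from limma). *Gzmb* (chromosome 14, 56258838 to 56262260) rose from 8.11 ± 3.87 to 238 ± 11.5 FPKM (SD, n = 3 each), a log2 fold change of 4.79 (adjusted p = 1.08e-09 from limma). *Gzmc*, which lies beside *Gzmb* (56231441 to 56234656), had a log2 fold change of 4.53 (adjusted p = 9.68e-10 from limma), and 4.14% of the 50-base windows of its transcript also occur in other genes. The perforin gene *Prf1* (chromosome 10, 61297833 to 61304680) rose from 2.02 ± 1.07 to 43.3 ± 7.54 FPKM (SD, n = 3 each), a log2 fold change of 3.92 (adjusted p = 6.29e-09 from limma). With each tumor left out in turn, the log2 fold change stayed between 5.22 and 5.57 for *Gzma*, 4.58 and 5.12 for *Gzmb*, 3.75 and 4.19 for *Prf1* and 1.47 and 1.81 for *Ifng*.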

As expected, we found an upregulation of key effector genes (*perforin, IFN-γ*, and *granzymes*) in the ACT + NKTR-214 tumors. 

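The PD-1 gene *Pdcd1* (chromosome 1, 94038305 to 94052553) had 1.97 ± 0.994 FPKM in ACT + IL-2 and 27.6 ± 8.58 FPKM in ACT + NKTR-214 (SD, n = 3 each), a log2 fold change of 3.27 (standard error 0.24, adjusted p = 1.14e-07 from limma). *Cd28* (chromosome 1, 60716800 to 60773359) had 0.531 ± 0.249 and 9.61 ± 3.95 FPKM (SD, n = 3 each), a log2 fold change of 2.72 (adjusted p = 7.39e-07 from limma). *Klrg1* (chromosome 6, 122270596 to 122282882) was low in ACT + IL-2, at 0.371 ± 0.265 FPKM, and reached 4.21 ± 1.64 FPKM in ACT + NKTR-214 (SD, n = 3 each). Its log2 fold change was 1.89 (adjusted p = 4.21e-06 from limma) and 3.26 with a pseudocount of 0.1, which compresses low values less.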

Increased expression of these genes and *Pdcd1* (PD-1), *Cd28* and *Klrg1* showed the presence of highly cytotoxic effector CD8 T cells in the ACT + NKTR-214 tumors. Over-expression of the inhibitory receptors *Ctla4, Lag3, Havcr2* (Tim-3) and *Tigit*, as well as the transcription factors *Tbx21* (T-bet) and *Eomes*, suggests the increased presence of T cells that had previously signaled through their TCR after NKTR-214 treatment. 

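Among the inhibitory receptors, *Ctla4* (chromosome 1, 60887000 to 60915832) had the largest log2 fold change, 3.53 (standard error 0.29, adjusted p = 3.4e-07 from limma), from 0.707 ± 0.331 FPKM in ACT + IL-2 to 20.2 ± 9.52 FPKM in ACT + NKTR-214 (SD, n = 3 each). *Tigit* had a log2 fold change of 2.61, *Lag3* of 2.39 and *Havcr2* of 2.05, with adjusted p-values of 1.85e-06, 2.16e-06 and 4.66e-07 from limma. The difference between *Tigit* and *Lag3* was smaller than the standard error of either change (0.25 and 0.24). The transcription factor gene *Tbx21* rose from 0.705 ± 0.189 to 8.23 ± 2.77 FPKM and *Eomes* from 0.537 ± 0.259 to 3.51 ± 0.314 FPKM (SD, n = 3 each), log2 fold changes of 2.39 and 1.56 (adjusted p = 5.06e-07 and 1.03e-06 from limma). From the higher expression of these receptors and transcription factors, the paper proposes that more T cells that had signaled through their TCR were present after NKTR-214 treatment.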

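*Il7r* (chromosome 15, 9505788 to 9530176) rose from 2.64 ± 1.27 FPKM in ACT + IL-2 to 18.4 ± 3.27 FPKM in ACT + NKTR-214 (SD, n = 3 each), a log2 fold change of 2.46 (standard error 0.21, adjusted p = 6.2e-07 from limma). *Cd44* (chromosome 2, 102811141 to 102901665) had 89.5 ± 10.5 FPKM in ACT + IL-2 and 79.96 ± 5.97 FPKM in ACT + NKTR-214 (SD, n = 3 each), and the tumors of the 2 groups overlapped. Its log2 fold change was -0.16 (standard error 0.16, adjusted p = 0.511 from limma) and was negative with each tumor left out in turn, from -0.26 to -0.09. With 75th percentile scaling the log2 fold change of *Cd44* was -0.26 (adjusted p = 0.0453 from limma), and with quantile normalization it was -0.30 (adjusted p = 0.0332 from limma). These values are for the whole tumor and do not show how *Cd44* changed in T cells.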

Interestingly, genes highly expressed in ACT + NKTR-214 tumors also included markers of memory T cells such as *Il7r* (CD127), *Cd44* and *Sell* (CD62L), reflecting the heterogeneity of T cell populations induced by NKTR-214 treatment.

**Fig. 5:**
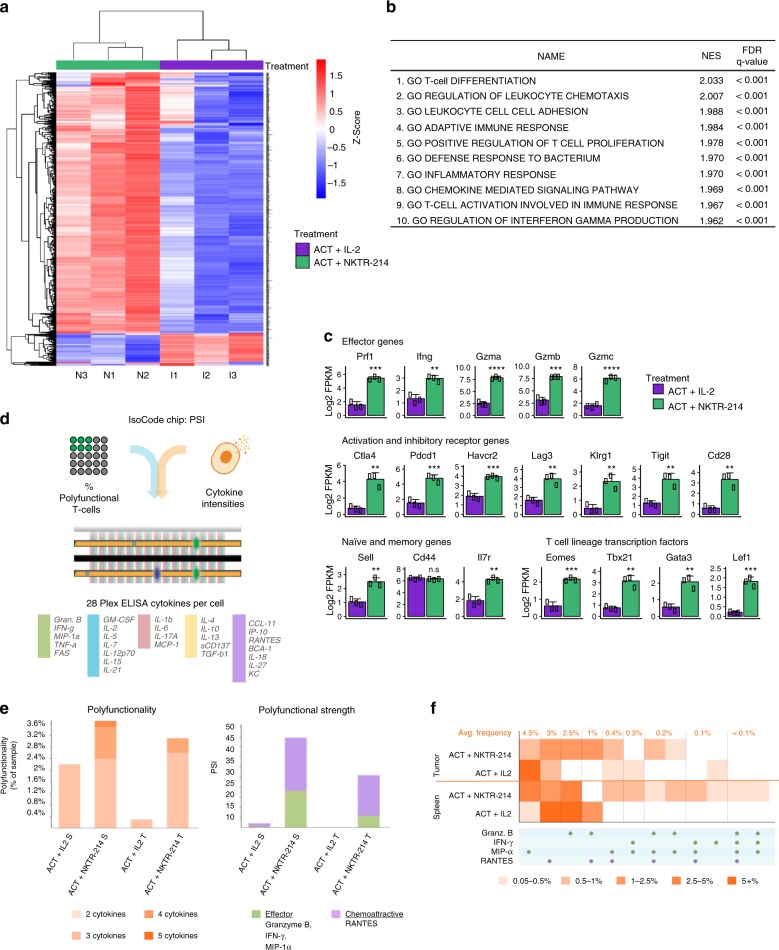
NKTR-214 elicits a marked upregulation of immune gene expression and T cell polyfunctionality. **a** Heatmap representing hierarchical clustering of the most variable genes (~1500 genes) in the ACT + NKTR-214 and ACT + IL-2 treated group (*n* = 3/group). **b** Gene set enrichment analysis of log2 fold-change of ACT + NKTR-214 and ACT + IL-2 samples, representing the top-10 biological pathways with significant gene induction. NES: normalized enrichment score; FDR: false discovery rate. **c** Bar charts of select T cell genes. Mean ± s.e.m (*n* = 3), **p < 0.01, ***p < 0.001, ****p < 0.0001, ns = not significant, unpaired *t*-test. **d**–**f** Single cell measure of polyfunctionality and polyfunctional strength of adoptively transferred T cells from spleen and tumors (pool of 3 each/group). **d** Schematic of the single cell IsoCode chip to analyze T cell polyfunctionality. **e** Single-cell polyfunctionality (left) and polyfunctional strength index (PSI) (right) graphs. Polyfuctionality: co-secretion of 2+ cytokines per cell; PSI: percentage of polyfunctional cells in the sample, multiplied by the intensities of the secreted cytokines. S: spleen. T: tumor. **f** Single-cell polyfunctional heat map illustrates the single-cell cytokine combinations being secreted by each sample. Each column corresponds to a specific cytokine or combination of cytokines, and the orange squares represent the frequency at which the group was secreted by the corresponding sample. The cytokine groups are ordered by overall frequency across all the samples.

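The bar charts also show the transcription factor genes *Gata3* and *Lef1*. *Gata3* (chromosome 2, 9857078 to 9890034) rose from 0.484 ± 0.187 FPKM in ACT + IL-2 to 3.31 ± 0.972 FPKM in ACT + NKTR-214 (SD, n = 3 each), a log2 fold change of 1.52 (standard error 0.17, adjusted p = 5.72e-06 from limma). *Lef1* (chromosome 3, 131110471 to 131224356) rose from 0.163 ± 0.0378 to 2.56 ± 0.564 FPKM (SD, n = 3 each), a log2 fold change of 1.602 (standard error 0.13, adjusted p = 3.03e-07 from limma).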

### NKTR-214 increases tumor-specific T cell polyfunctionality

To compare the functional properties of T cells between ACT + NKTR-214 and ACT + IL-2 treated-mice, we evaluated the ability of the adoptively transferred Thy1.1+ CD8 T cells to secrete multiple (>2) cytokines per cell, termed polyfunctionality. We utilized a multiplexed antibody coated chip that allows analyzing thousands of T-cells at the single-cell level for the frequency and intensity of secretion of 28 cytokines (IsoCode Chip, Fig. 5d). Thy1.1+ cells from mice treated in vivo with ACT + NKTR-214 showed an enhanced ability to induce polyfunctional T-cells. In both spleen and tumor, ACT + NKTR-214 increased polyfunctionality by 1.7 and 10 fold, respectively, compared to ACT + IL-2 (Fig. 5e). Though the percentage of cells secreting two cytokines was almost identical in the spleen (2.2% vs. 2.4%, respectively), exposure to NKTR-214 induced a subset of cells to become highly polyfunctional. Zero percent of the adoptively transferred T cells were highly polyfunctional in the spleen samples from mice exposed to ACT + IL-2. In contrast, ACT + NKTR-214 elicited a 21-fold increase in the polyfunctional strength index (PSI, defined as the percentage of polyfunctional cells in the sample, multiplied by the intensities of the secreted cytokines) of Thy 1.1+ CD8 T cells (Fig. 5e). Moreover, ACT + NKTR-214 treatment elicited a 1200-fold increase in PSI of the TILs compared to ACT + IL-2. The increased polyfunctional response by NKTR-214 was driven by the production of the chemoattractive RANTES, followed by MIP-1α, granzyme B, and IFN-γ effector cytokines (Supplementary Fig. 9a). In particular, NKTR-214 increased the secretion frequency and intensity of IFN-γ and MIP-1α in splenic T cells while enhancing granzyme B, MIP-1α, RANTES and decreasing the regulatory/immune suppressive TGF-β in T cells obtained from tumors (Supplementary Fig. 9b, c). The single-cell polyfunctional heatmap shown in Fig. 5f demonstrated the increase in polyfunctional T cell subsets that co-produce combination cytokines in spleen and tumor after NKTR-214.

### Enhanced polyfunctionality of patient’s blood immune cells with NKTR-214 monotherapy

To explore if the administration of NKTR-214 to humans also induced increased polyfunctional profile of CD4, CD8, and NK cells, as we noted in the mouse model, we used the same single cell polyfunctionality assay chip to analyzed peripheral blood mononuclear cells from five patients treated with NKTR-214 within a phase I dose escalation study (NCT02869295). Results showed that NKTR-214 induced distinct polyfunctional responses in the cell subsets at days eight of cycle one (C1D8), eight of cycle two (C2D1 and C2D8) and one of cycle three (C3D1), compared to pre-dose (cycle one day one, C1D1). NKTR-214 upregulated the PSI of NK cells in blood samples from all the patients after one course of treatment, with a higher increase after the second dose of NKTR-214 (Fig. 6). The PSI of CD4 and CD8 T cells was not affected by the treatment in patient one, while the single-cell polyfunctional strength of CD4 and CD8 T cells in the other four patients was enhanced after NKTR-214 administration, with PSI peaking at various time points in different patients (Fig. 6) demonstrating the importance of serial sampling. Effector and stimulatory cytokines dominated the profiles of all the cell subsets (Fig. 6). Specifically, for CD4 and CD8 T cells the major drivers for increased PSI were TNF-α, IFN-γ, and IL-5 (Supplementary Fig. 10a, b).

**Fig. 6:**
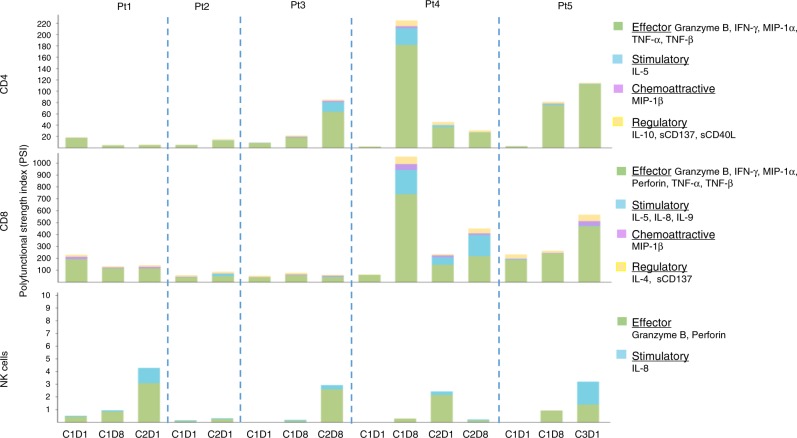
Increase in polyfunctional T and NK cells in PBMC of patients receiving NKTR-214. Single-cell polyfunctional strength index (PSI) computed for CD4, CD8 T cells and NK cells across 5 patients at different time-points. C1D1: cycle 1 day 1; C1D8: cycle 1 day 8; C2D1: cycle 2 day 1; C2D8: cycle 2 day 8; C3D1: cycle 3 day 1.

## Discussion

In this study, we describe the superior anti-tumor efficacy of NKTR-214 compared to IL-2 to support the antitumor activity of adoptively transferred T cells in a preclinical model. We show that the combined therapy including NKTR-214 was able to control the growth of large, poorly immunogenic tumors and was associated with substantially higher expansion, tumor targeting and persistence of polyfunctional anti-tumor CD8 effector T cells. Increased number of polyfunctional CD8 T cells was also observed in peripheral blood of patients treated with NKTR-214 as a single agent within a phase 1 clinical trial^18^.

Different attempts have been made to use the beneficial effects of the IL-2 pathway while limiting its toxicities to improve therapeutic potential. These approaches include mutated versions of IL-2 with higher binding affinity towards the IL2Rβ^11^, Fc fusion proteins to increase IL-2 serum half-life^19^ and IL-2/anti-IL-2 antibody complexes preferentially activating CD8 effector T cells^20,21^. A recent study set out to improve the efficacy of ACT and mitigate toxicities using engineered orthogonal IL-2 cytokine-orthogonal IL-2-receptor pairs able to bind exclusively with each other, but not with the endogenous counterpart^12^. All these modifications showed promising results in animal models; however, they need to be evaluated in the clinic to assess potential in vivo effects in humans. NKTR-214 is in active clinical testing and its improved pharmacokinetics and pharmacodynamics over IL-2 mitigating immediate over-activation of the immune system and facilitate tolerability^3^. The sequential release of PEG chains avoids the rapid systemic immune activation upon administration while providing sustained signaling preferentially through the IL2Rβγ pathway. The pegylation has the additional ability to decrease the affinity for IL2Rαβγ, constitutive to Tregs, to a greater extent than the affinity for IL2Rβγ, thus favoring the expansion of effector T cells compared to Tregs in the tumor as previously described^3,13^. These combined attributes result in a convenient dosing schedule (every 3 weeks) in human clinical trials. Currently, NKTR-214 is being evaluated clinically in an out-patient setting (NCT02869295) and has shown favorable safety profile^8^.

Interestingly in our studies, the CD8/Tregs ratio was substantially increased in the tumor of mice treated with ACT + NKTR-214, while the ratio was much lower in the spleen, probably due to the homing and preferential expansion of specific pmel-1 effector T cells into the tumor as demonstrated here using several imaging and enumeration methodologies^22^. Local secretion of specific chemokines is thought to favor the migration of T cells into the tumor microenvironment^23^. 

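In the RNA-seq data of the day 12 tumors, the chemokine genes *Ccl1* to *Ccl8*, all on chromosome 11, and the receptor gene *Cxcr3* on chromosome X were higher in ACT + NKTR-214 than in ACT + IL-2, with no overlap between the tumors of the 2 groups. *Ccl6* (83587882 to 83593087) had the largest log2 fold change, 3.14 (standard error 0.24, adjusted p = 2.36e-07 from limma), from 47.5 ± 21.3 to 403 ± 54.0 FPKM (SD, n = 3 each). *Cxcr3* (101731535 to 101734269) rose from 1.59 ± 0.507 to 15.6 ± 8.55 FPKM (SD, n = 3 each), a log2 fold change of 2.53 (adjusted p = 2.09e-05 from limma). *Ccl5* rose from 42.8 ± 22.2 to 212 ± 77.2 FPKM (SD, n = 3 each), a log2 fold change of 2.32 (adjusted p = 4.2e-05 from limma). The log2 fold changes of *Ccl8*, *Ccl7*, *Ccl2*, *Ccl4*, *Ccl3* and *Ccl1* were 2.06, 1.62, 1.54, 1.44, 1.36 and 0.99, with adjusted p-values of 0.000105, 7.81e-06, 7.26e-06, 0.000149, 0.000156 and 0.000298 from limma. Each of these genes passed the threshold in all 6 fits that left out 1 tumor.

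**Figure D4:**
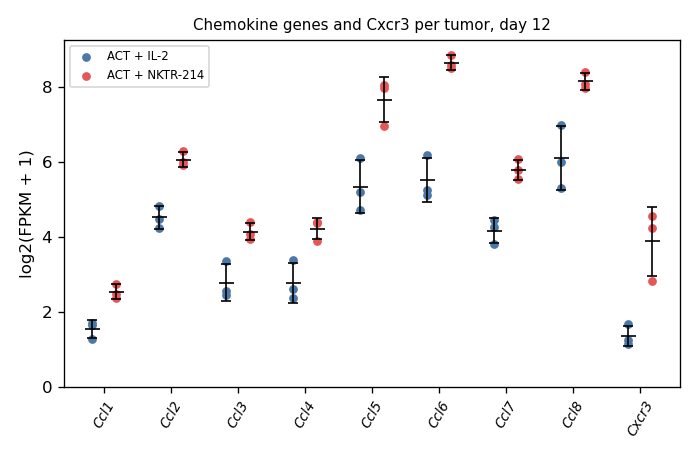
log2(FPKM + 1) of *Ccl1* to *Ccl8* and *Cxcr3* (vertical axis) in each ACT + IL-2 tumor (blue) and ACT + NKTR-214 tumor (red), with the mean and SD of 3 tumors per group in black. The tumors of the 2 groups are separate for each gene, and *Ccl6* has the widest gap between the means.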

In our study, transcriptomic profiles showed upregulation of several chemokines and their receptors in tumors of mice treated with ACT + NKTR-214, including CCL1, CCL2, CCL3, CCL4, CCL5, CCL6, CCL7, CCL8, and CXCR3, previously reported to be associated with presence of effector T cells in the tumor site^24^. The adoptively transferred T cells recruited into the tumors of mice treated with NKTR-214 were highly polyfunctional, and capable to simultaneously producing chemoattractive and effector cytokines and to sustain a longer anti-tumor response, as previously reported in clinical trials^25,26^. In addition to enhanced polyfunctionality, these cells delivered high concentrations of cytokines per cell. The ability of the infiltrated T cells to secrete IFN-γ, granzymes, and perforin both in preclinical and clinical setting^18^ supports the ability of NKTR-214 to strongly activate a pool of cytotoxic effector T cells. Interestingly, RNA sequencing data in our mouse model shows the coexistence of T cell effector and exhaustion (or dysfunction) genes with genes related to memory function. This characteristic has been previously described and can be a mechanism to achieve both rapid tumor-cells killing and long-lasting anti-tumor response^27^.

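A gene of each of the 3 kinds was high in the same tumors. In ACT + NKTR-214 replicates 1, 2 and 3, the effector gene *Gzmb* had 224, 245 and 243 FPKM, the inhibitory receptor gene *Pdcd1* 35.4, 29.0 and 18.4 FPKM and the memory-related gene *Il7r* 15.9, 22.1 and 17.1 FPKM. In ACT + IL-2 replicates 1, 2 and 3, *Gzmb* had 12.6, 5.43 and 6.35 FPKM, *Pdcd1* 3.11, 1.54 and 1.26 FPKM and *Il7r* 4.04, 1.57 and 2.31 FPKM. *Cd44*, another memory gene that the paper names, was not higher in ACT + NKTR-214. It had 83.9, 73.1 and 82.8 FPKM there, against 93.8, 77.6 and 97.2 FPKM in ACT + IL-2. Each library is RNA of a whole tumor, so these values do not show whether the genes were expressed in the same cells. They also do not show how *Cd44* changed in T cells. In ACT + IL-2, *Cd44* had a mean of 89.5 FPKM where the T cell gene *Cd3e* had a mean of 3.09 FPKM.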

Adoptive T cell transfer therapy with TIL or TCR engineered T cells requires supplemental IL-2 to provide the adequate IL-2-gamma receptor signaling support for brisk T cell proliferation in the host, which is not required with T cells expressing a chimeric antigen receptor (CAR) supposedly due to the provision of costimulatory signaling by the CAR. Together, our results suggest that NKTR-214 supports the expansion and functionality of adoptively transferred T cells. These characteristics, together with low levels of immune suppressive Tregs at the tumor site, are thought to be fundamental for the proper efficacy of immunotherapies^28^. The robust and long-lasting effect of NKTR214 in our preclinical ACT model support its additional potential use in combination with T cell-based adoptively transferred therapeutics.

## Methods

### Mice, cell lines and reagents

C57BL/6 mice (Thy1.2+, The Jackson Laboratory, Bar Harbor, ME) and pmel-1 (Thy1.1+) transgenic mice were generously provided by Dr. Robert Prins, Department of Neurosurgery at the University of California, Los Angeles (UCLA). All mouse model experiments were performed in defined-flora pathogen-free conditions at the AALAC-approved animal facility of the Division of Experimental Radiation Oncology, UCLA following protocol # 2004-159-43I after review and approval by the UCLA Animal Research Committee. B16-F10 is a gp100 positive spontaneous murine melanoma obtained from the American Type Culture Collection (ATCC, Manassas, VA). All the cell lines are mycoplasma-free and were regularly tested for mycoplasma contamination. B16-F10 were authenticated by CellCheck Mouse Test (IDEXX, Westbrook, ME). Cells were cultured with RPMI containing 2 mM L-glutamine (Corning, Corning, NY) with 10% fetal calf serum (Omega Scientific, Tarzana, CA). NKTR-214 was obtained under a material transfer agreement (MTA) with Nektar Therapeutics (San Francisco, CA). Human recombinant IL-2 (aldesleukin) was purchased from Prometheus Therapeutics & Diagnostic (San Diego, CA).

### Pmel-1 ACT in vivo model

C57/BL6 mice were implanted subcutaneously with B16-F10 syngeneic murine melanoma cell line on day-7 and lymphodepleted with 500 cGy of total body irradiation on day-1. Splenocytes from pmel-1 donor mice were depleted of erythrocytes by hypotonic lysis, cultured in RPMI (Corning) culture media with 50 IU/ml mIL-2 (PeproTech, Rocky Hill, NJ) in the presence of 1 μg/ml gp100_25–33_ peptide (AnaSpec, Fremont, CA), and used on days 3–5 after start of the culture. On day 0, when the tumors reached the volume of at least 150 mm^3^, mice received 2 × 10^6^ peptide-activated pmel-1 splenocytes intravenously (i.v.) plus NKTR-214 (0.8 mg/kg, q9dx3, i.v.), IL-2 (0.4 mg/kg, qdX3 every 9 days for 3 cycles, via intraperitoneal injection, i.p.) or vehicle. Tumors were followed by caliper measurements three times per week.

### Immunohistochemistry

Immunohistochemical staining was performed on paraffin-embedded spleen, tumor, kidney and liver samples at the UCLA Anatomic Pathology IHC Laboratory. Sections were cut at 4μm thickness and paraffin removed with xylene and rehydrated through graded ethanol. Endogenous peroxidase activity was blocked with 3% hydrogen peroxide in methanol for 10 min. Heat-induced antigen retrieval (HIER) was carried out for all sections with 0.001 M EDTA buffer, pH = 8.00 using a Biocare decloaker at 95 °C for 25 min. The slides were then incubated for 1 h at room temperature with CD8a (Invitrogen, Carlsbad, CA) at 1/100 dilution, followed by a 30 min incubation with rabbit anti rat secondary. The signal was detected using an anti Rabbit HRP conjugated Polymer (Agilent, Santa Clara, CA) and visualized with the diaminobenzidine reaction. The slides were counterstained with hematoxylin, dehydrated and covered. The imaging and quantification was performed with the HALO Next Generation imaging analysis software (Indica Labs, Corrales, NM). The percentage of CD8 T cells in the slide was automatically counted with the HALO software.

### Bioluminescence imaging

Three days after pmel-1 splenocytes harvest and culture, cells were transduced to express firefly luciferase, using a retroviral vector pMSCV containing a 5′LTR-driven thermostable variant of firefly luciferase, generously provided by Dr. Robert Prins, Department of Neurosurgery at the University of California, Los Angeles (UCLA)^29^. 48 h after transduction, cells were collected, washed and used for ACT. In vivo bioluminescence imaging was performed on tumor-bearing mice for firefly luciferase transduced-Pmel-1 T cell trafficking. Prior to imaging, mice were anesthetized with 2% Isoflurane, injected intraperitoneally with 100 µl of 30 mg/ml of the luciferase substrate, D-Luciferin (Xenogen Corp., Alameda, CA) in PBS. Mice were shaved to minimize the amount of light absorbed by black fur. The Xenogen IVIS 200 Imaging System (Xenogen/Caliper Life Sciences, Waltham, MA) was used to detect photon emission from tumor-bearing mice with an acquisition time of 0.5–1 min^17^. Analyses of the images were performed using Living Image software (Xenogen) and Igor Image analysis software (Wave Metrics, Lake Oswego, OR) by drawing regions of interest over the region and obtaining maximum values in photons/second/cm^2^/steradian.

### Immuno-PET imaging and ex vivo biodistribution

Non-invasive immuno-PET tracking CD8 T cells in vivo was performed using ^89^Zr-desferrioxamine-labeled anti-CD8 cys-diabody (cDb) at the UCLA Preclinical Imaging Technology Center, Crump Institute^30^. For microPET imaging, 150 µL doses containing Zr-89 radiolabeled cDb were prepared in saline for i.v. injection. Mice were anesthetized using 2% isoflurane and microPET scans were acquired using an Inveon microPET scanner (Siemens, Munich, Germany) followed by microCT scan (ImTek, Wedesboro, NJ). MicroPET images were reconstructed using non-attenuation or scatter corrected maximum a posteriori (MAP) reconstruction and AMIDE was used for image analysis and display^31^. At 24 h post-injection, mice were euthanized, the organs and blood were collected, weighed and the radioactivity was counted to assess CD8 T cells biodistribution. The percent-injected dose per gram of tissue (%ID/g) was calculated using a standard containing one percent of the injected dose^31^.

### Mass cytometry

Tumors harvested from mice treated with ACT + IL-2 or ACT + NKTR-214 were digested using the Tumor Dissociation Kit, mouse (Miltenyi, Bergisch Gladbach, Germany). Spleen were dissociated through a 70 μm cell strainer and red blood cells lysed using the ACK lysis buffer (Lonza, Basel, Switzerland). Splenocytes and tumor cells staining and data acquisition were performed using a protocol adapted from Wei and colleagues^32^. Metal-conjugated antibodies were purchased from Fluidigm (San Francisco, CA), Biolegend and Thermo Fisher or conjugated to unlabeled antibodies at the UCLA Flow Cytometry Core. The mass cytometry staining panel is described in Supplementary Table 1. Cells were washed in PBS and resuspended at a concentration of 1–5 × 10^6^ cells/mL in serum-free RPMI (Corning) and live–dead stained with 5 μmol/L cisplatin (Fluidigm) for 5 min at 37 °C. Cells were washed and stained with a surface protein antibody cocktail for 30 min at room temperature, and were then washed and spun for 10 min at 4 °C. Cells were then fixed using a FoxP3/transcription factor–specific fixation buffer (eBioscience, Santa Clara, California) for 1 h at room temperature, followed by addition of the FoxP3/transcription factor permeabilization buffer, and were spun for 10 min at 4 °C. Cells were then stained with an intracellular antibody cocktail for 1 h at room temperature. Finally, cells were incubated for 1 h at room temperature with 250 nmol/L iridium intercalator (Fluidigm) to label cellular DNA. Cells were then washed with PBS, and finally with distilled water. Samples were interrogated using a Helios mass cytometer (Fluidigm, San Francisco, CA) at the UCLA Flow Cytometry Core Facility. Samples were manually gated in FlowJo by stability of time, cells with no beads (Ir193^+^/Ce140^−^), cleanup (double positive for DNA), singlets (Ir193^+^), live (195Pt^−^/CD45^+^) and by the desired expression markers (CD45 + or (CD45 + Cd11b- Cd11c- CD19- CD161- to gate the T cells) for each particular analysis (Supplementary Fig. 6a). Mass cytometry data analysis was performed using the open-source R/Bioconductor package cytofkit^33^. Individual sample data were subsampled to 5,000 events. We set this cut-off based on the reasoning that 5000 events would be sufficient for phenotypic clustering and dimension reduction analyses. PhenoGraph clustering and t-Distributed Stochastic Neighbor Embedding (t-SNE) plots were performed using cytofkit for cell subsets detection, visualization, and interpretation. For t-SNE plots overlaid with expression of individual parameters, signal intensity is displayed in arcsinh transformed values.

### RNA extraction, sequencing, and analysis

Total RNA extraction was performed using the RNeasy Mini Kit (Qiagen, Hilden, Germany) from B16-F10 tumors treated with ACT + IL-2 and ACT + NKTR-214. RNA sequencing was performed using the Illumina HiSeq 3000 platform on 50-bp single-end libraries at the UCLA technology Center for Genomics & Bioinformatics. Reads were mapped using HISAT2 version 2.0.4^34^ and aligned to the Mus musculus genome NCBI build GRCm38. Reads were quantified HTSeq version 0.6.1^35^ and normalized to fragments per kilobase of exon per million fragments mapped (FPKM) expression values. FPKM values were then log2 transformed with an offset of 1. Hierarchical clustering was performed on z-scored gene expression values with complete linkage using the Euclidean distance metric using R (http://www.R-project.org/). To identify pathways enriched in the ACT + NKTR-214-treated tumors, Gene Set Enrichment Analysis (GSEA) was performed using the pre-ranked option. Genes were ranked by log2 fold changes between ACT + IL-2 and ACT + NKTR-214. Enrichment was assessed across the curated Molecular Signatures Database C5 GO biological process gene sets^36^.

### Single-cell multiplex cytokine profiling of murine T cells

CD8 pmel-1 (Thy-1.1+) T cells from spleen and tumors of mice treated with ACT + IL-2 or ACT + NKTR-214 (3 mice/group) were collected at day 7 after treatment, pooled and sorted using Alexa Fluor 700 anti-mouse CD90.1 (Thy1.1), clone OX-7 antibody (Biolegend, San Diego, CA). Sorted cells were stimulated with immobilized anti-mouse CD3 (Invitrogen) and soluble anti-mouse CD28 (Invitrogen) at 37 °C, 5% CO_2_ for 48 h. After stimulation, cells were stained with Alexa Fluor 647-conjugated anti-mouse CD8 (Biolegend) at room temperature for 20 min. Approximately 30,000 T cells were loaded onto an IsoCode chip (IsoPlexis, New Heaven, CN) containing ~12,000 microchambers pre-patterned with a 28-plex antibody array, imaged for single cell location in microchambers and incubated at 37 °C, 5% CO_2_ for additional 16 h. Following incubation period, ELISA detection was used to determine which combinations of proteins were being secreted by each individual cell. Secreted proteins from single cells were captured by antibody-barcoded slides; the polyfunctional profile (2+ proteins per cell) of single cells was evaluated by IsoPlexis’ software.

### Patient samples

Fifteen cryopreserved peripheral blood mononuclear cells (PBMC) from patients with histologically confirmed locally advanced or metastatic solid tumors were provided by the Department of Melanoma Medical Oncology, Division of Cancer Medicine, University of Texas MD Anderson Cancer Center, Houston, TX. This study is a phase I dose escalation study, identified as NCT02869295 on www.clinicaltrial.gov. We are not reporting the results of the clinical trial, in this article, we report the analyses on blood cell samples obtained from a subset of five subjects. Patients were treated with 0.003 or 0.006 mg per kg body weight (mg/kg) every 2 weeks or every 3 weeks as a 15 –min i.v. infusion. Blood to obtain PBMC was collected on the first day of treatment (C1D1), at week 1 after treatment (C1D8), at day one and eight of cycle two (C2D1 and C2D8) and at day one of cycle three (C3D1). The study was approved by the institutional review board of University of Texas MD Anderson Cancer Center. Informed consent was obtained from all participants.

### Single-cell multiplex cytokine profiling of human PBMC

PBMCs from five patients were thawed and recovered in the complete RPMI media (Thermo Fisher Scientific, Waltham, MA) with 10 ng/ml IL-2 (Biolegend) at 37 °C, 5% CO_2_. After overnight incubation, viable cells were enriched by Ficoll. CD4+ T cells, CD8 T cells and NK cells were separated by anti-CD4, anti-CD8 or anti-CD56 microbeads (Miltenyi). Enriched NK cells were labeled with Carboxyfluorescein succinimidyl ester (CFSE, Thermo Fisher Scientific), rinsed and resuspended in RPMI media at a density of 1 × 10^6^/ml with addition of PMA (5 ng/ml, Sigma-Aldrich) and Ionomycin (500 ng/ml, Sigma-Aldrich) to be loaded onto an IsoCode chip (IsoPlexis). Enriched CD4 and CD8 T cells were resuspended in fresh complete RPMI media at 1 × 10^6^/ml and activated with immobilized anti-human CD3 (10 ug/ml, Thermo Fisher Scientific) and soluble anti-human CD28 (5 ug/ml, Thermo Fisher Scientific) in a 96-well flat-bottom plate (Corning Life Science) at 37 °C, 5% CO_2_ for 24 h. After stimulation, cells were stained with PE-conjugated anti-human CD4 (Biolegend) or Alexa Fluor 647-conjugated anti-human CD8 (Biolegend) at room temperature for 20 min and loaded onto an IsoCode chip. Each IsoCode chip contains ~12,000 microchambers pre-patterned with a full copy of 32-plex antibody array including Effector: Granzyme B, TNFα, IFN-γ, MIP1α, Perforin, TNFβ; Stimulatory: GM-CSF, IL-2, IL-5, IL-7, IL-8, IL-9, IL-12, IL-15, IL-21; Chemoattractive: CCL11, IP-10, MIP-1β, RANTES; Regulatory: IL-4, IL-10, IL-13, IL-22, sCD137, sCD40L, TGFβ1; Inflammatory: IL-6, IL-17A, IL-17F, MCP-1, MCP-4, IL-1β. The polyfunctional profile (2+  proteins per cell) of single cells was evaluated by IsoSpeak software.

### Statistical analyses

Data are presented as mean ± SEM and representative of at least two independent experiments. In tumor growth studies the significance between experimental groups (ACT + vehicle, ACT + IL-2 and ACT + NKTR-214) was defined using ANOVA, with the Bonferroni-Dunn multiple comparison post-test. Differences in Kaplan–Meier survival curves showing tumor delay (time to achieve tumor volume of 1000 mm^3^) were calculated using Mantel–Cox test. *P*-values were calculated using two-way ANOVA (Tukey’s multiple comparison) to compare the intensity of ROI in BLI experiments. Differences between NKTR-214 and IL-2 were analyzed using unpaired Student’s *t*-test. *P*-values < 0.05 were considered significant. Statistical analyses were performed using GraphPad Prism version 7.03 (GraphPad Software).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The authors state that all data generated during this study are within the article and its supplementary information files and from the corresponding author upon reasonable request. The RNA sequencing data have been deposited in the GEO database under the accession code GSE118748. A reporting summary for this article is available as a Supplementary Information file.

## Source data

Source Data

# Supplementary material for: Persistence of adoptively transferred T cells with a kinetically engineered IL-2 receptor agonist
**Source:** Nat Commun. 2020 Jan 31;11:660. doi: 10.1038/s41467-019-12901-3
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Persistence of Adoptively Transferred T cells with a Kinetically Engineered IL-2 Receptor**

**Agonist**

Parisi G. et al.,

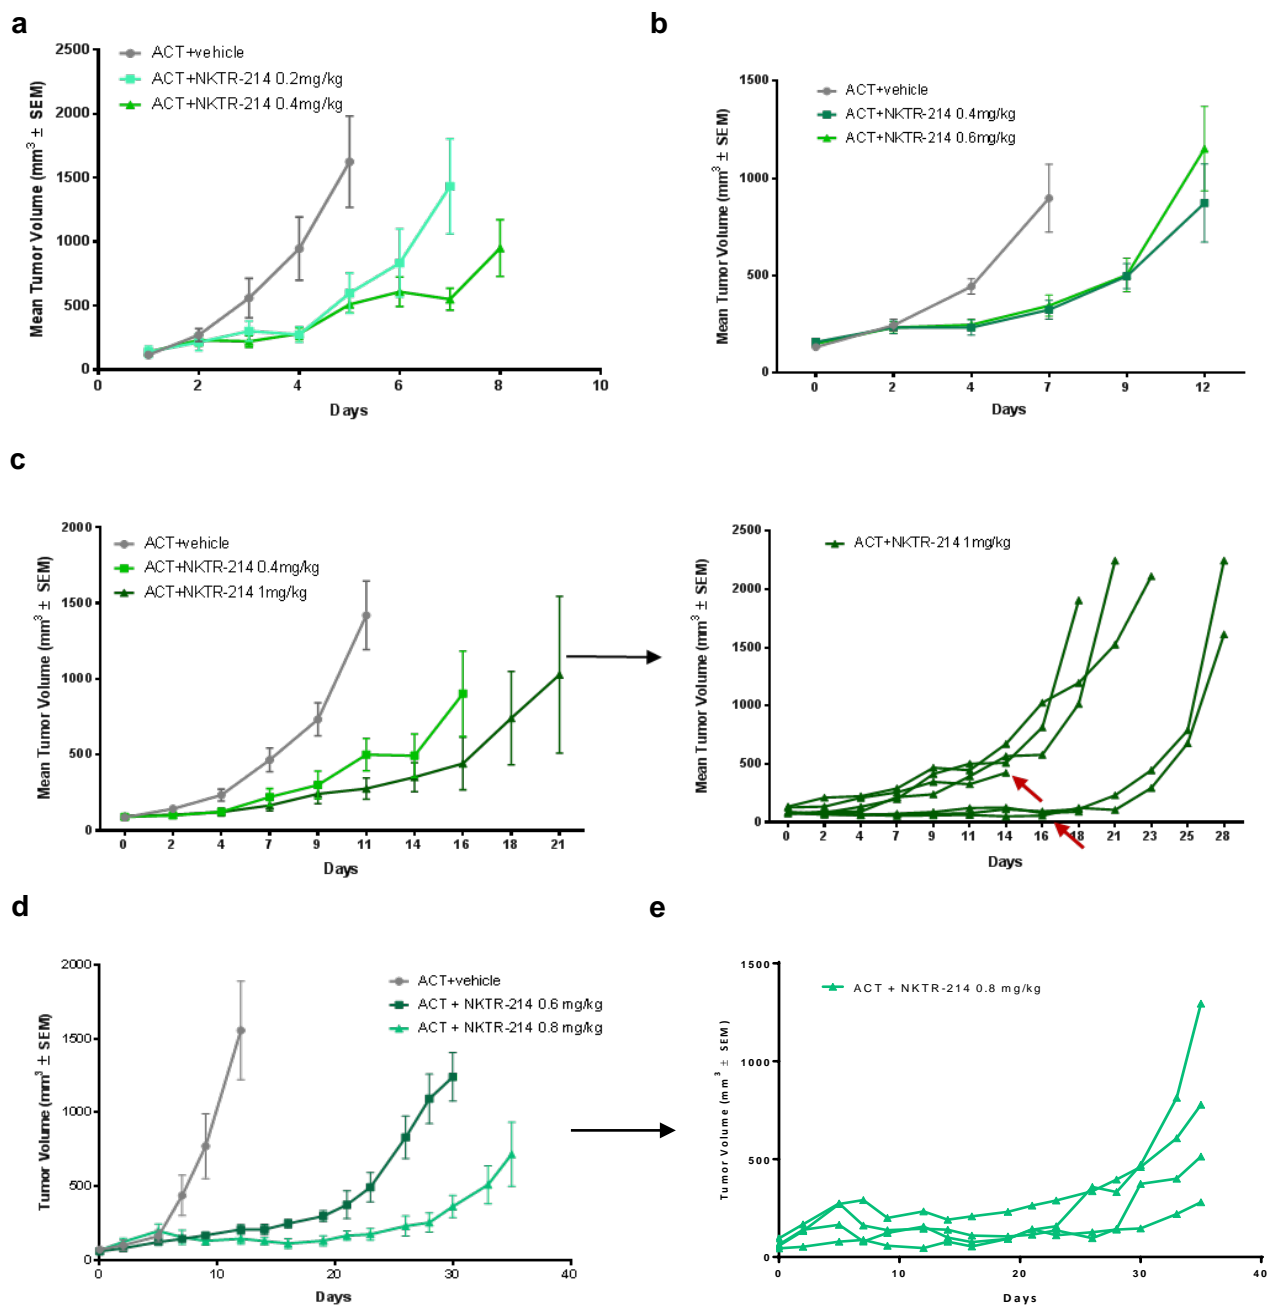

**Figure S1. Dose escalation of NKTR-214 in combination with ACT to evaluate tumor antitumor activity and toxicity.** (a, b, c, d) Mice treated with 0.2, 0.4, 0.6, 0.8 and 1 mg/kg given once every 9 days for three doses (q9dx3) in four consecutive experiments. All mice survived and did not show signs of toxicities in (a), (b) and (d), n=4 in a and d, n=8 in b. (c) Two mice died in the group treated with 1 mg/kg, right graph, pointed by the red arrows, leading to the definition of 0.8 mg/kg as the maximum tolerated dose, n=7. (e) The dose of 0.8 mg/kg was administered either once every 9 days for three doses (q9dx3) or every 9 days for four doses (q9dx4). No difference was shown in the 2 dose schedules, n=4.

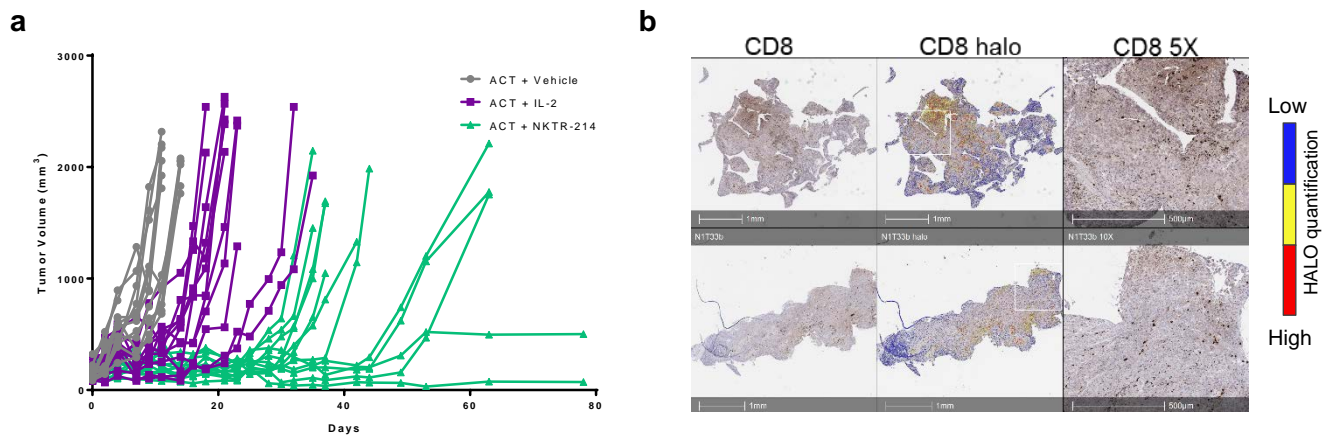

**Supplementary Figure 2.** NKTR-214 in combination with ACT induced stable disease. **a** Changes in tumor volume of single mice over time. **b** CD8+ IHC staining of FFPE tumor of two mice showing stable disease (collected at day 78 after ACT). HALO software analysis showing intensity of marker expression, from low (blue) to high (red) expression level.

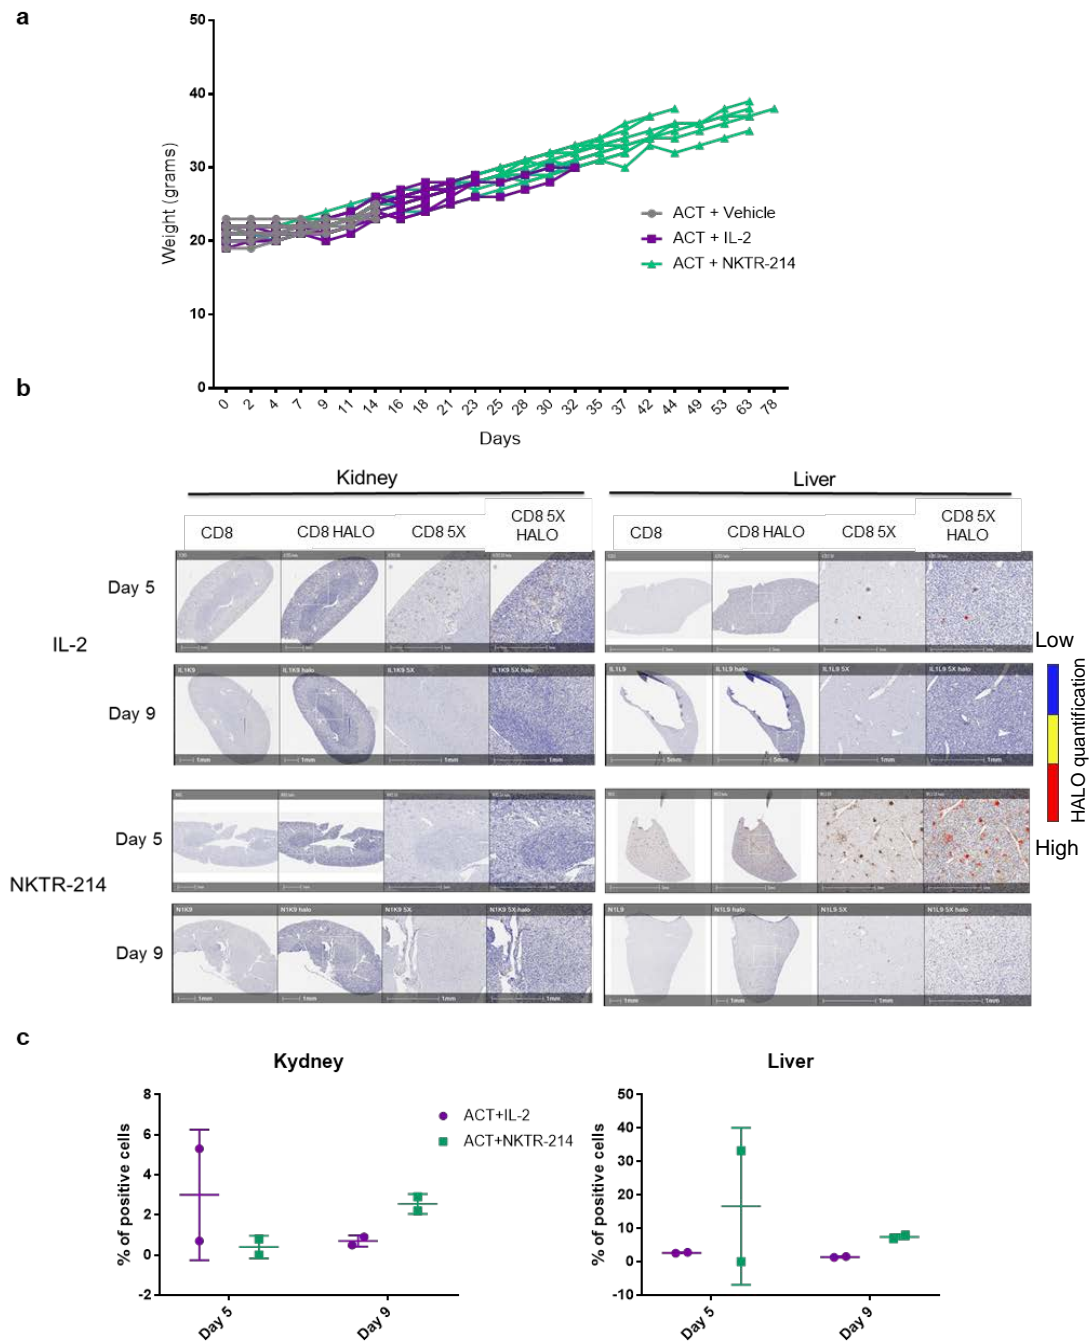

**Supplementary Figure 3.** No evidence of significant toxicity in mice. **a** Weight of single animals treated with ACT+vehicle, IL-2 or NKTR-214. **b** CD8+ IHC staining of FFPE kidney and liver at different time points. HALO software analysis showing intensity of marker expression, from low (blue) to high (red) expression level. **c** HALO software quantification of IHC slides showing the percentage of CD8 T cell expansion in kidney and liver at different time points. Mean  $\pm$  s.e.m.

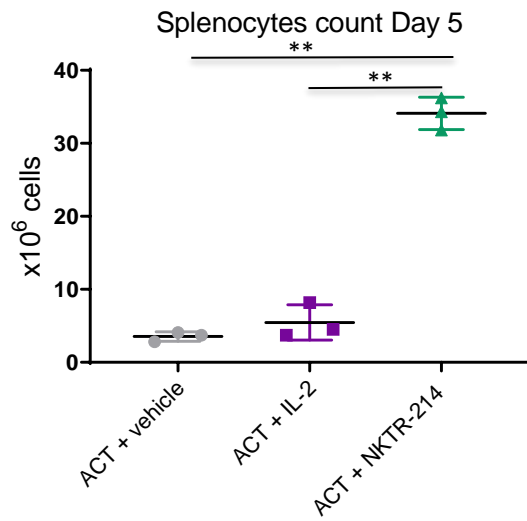

**Supplementary Figure 4.** Splenocytes counts at day 5 after treatment. NKTR-214 induced a rapid splenic cell repopulation after irradiation. Mean  $\pm$  s.e.m (n=3), unpaired t test (\*\* p<0.0001 with bars indicating comparisons).

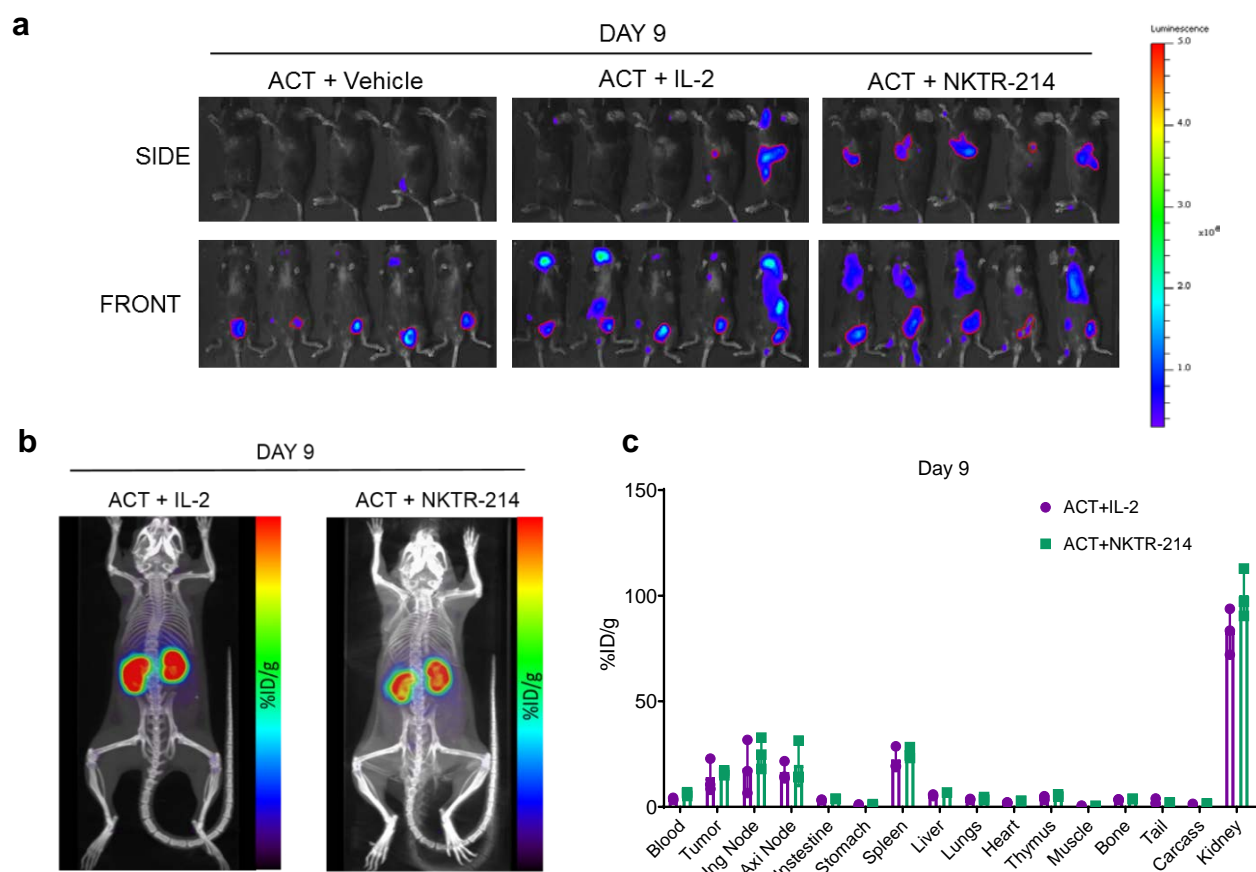

**Supplementary Figure 5.** Decreased CD8 T cells expansion at day 9 after treatment. **a** Time-course of bioluminescence imaging (BLI) of T cell trafficking *in vivo*. Representative figures on days 9, five replicate mice per group. T cell expansion in spleen (upper panels, SIDE); mobilization and persistence in tumor (lower panels, FRONT). ). Scale bar shows the radiance, going from a minimum of  $3.0 \times 10^5$  e to a maximum of  $5.0 \times 10^6$  photons second<sup>-1</sup> cm<sup>-2</sup> steradian<sup>-1</sup>. **b** Representative immuno-PET/CT images acquired on day 9 after treatment with ACT+IL-2 or ACT+NKTR-214 (n=3/group). I.v. injection of Zr-89 labeled anti-CD8 cys-diabodies (cDb) was performed 24 hours prior to imaging the C57/BL6 mice. Scale bar represents the percent-injected dose per gram of tissue (%ID/g) detected, from low (black) to high (red) intensity. **c** Biodistribution at 24 hours post-injection of Zr-89 cDb. %ID/g: injected dose per gram. The diabody and residualizing radionuclide undergo renal clearance, hence signals from the kidney are not considered in the analysis. Mean  $\pm$  s.e.m (n=3).

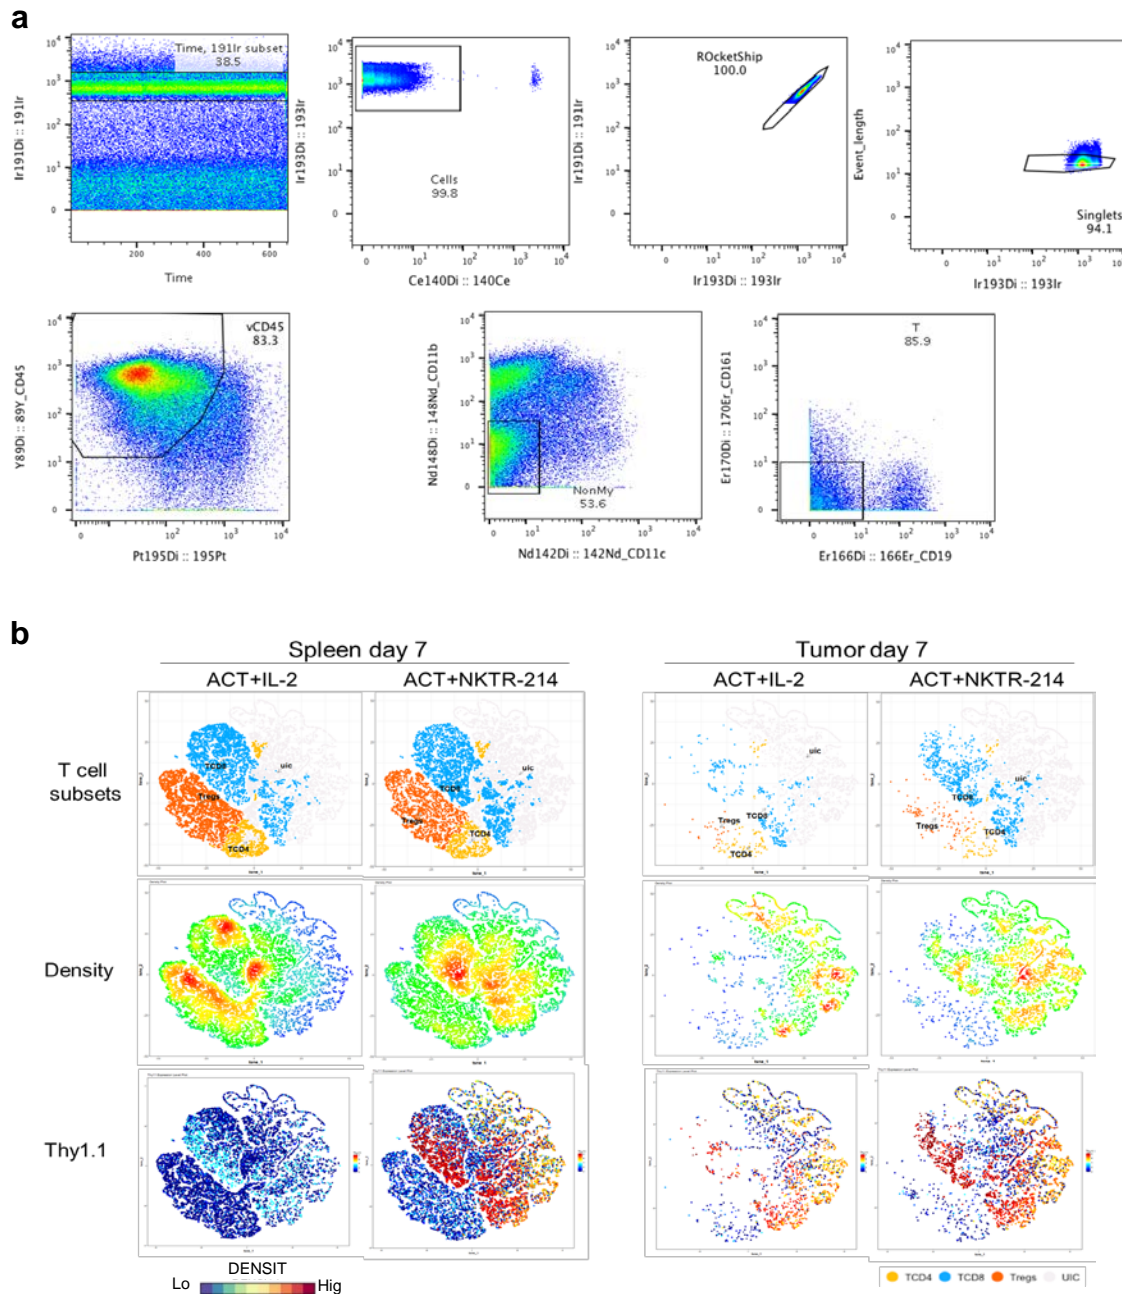

**Supplementary Figure 6.** Manual gating strategy for mass cytometry analysis. **a** Samples were manually gated in FlowJo by event Samples were manually gated in FlowJo by stability of time, cells with no beads (Ir193<sup>+</sup>/ Ce140<sup>-</sup>), cleanup (double positive for DNA), singlets (Ir193<sup>+</sup>), live (195Pt/CD45<sup>+</sup>) and by the desired expression markers (CD45<sup>+</sup> or (CD45<sup>+</sup> Cd11b- Cd11c- CD19- CD161- to gate the T cells) for each particular analysis. **b-c** T-SNE plots showing annotated clusters (upper panels), density plots (middle panels) and Thy1.1 marker expression level plot (lower panels) in spleen (**b**) and tumor (**c**) at day 7. Density scale bar represents marker expression of cells for a given cluster, ranging from low expression (blue) to high expression (red).

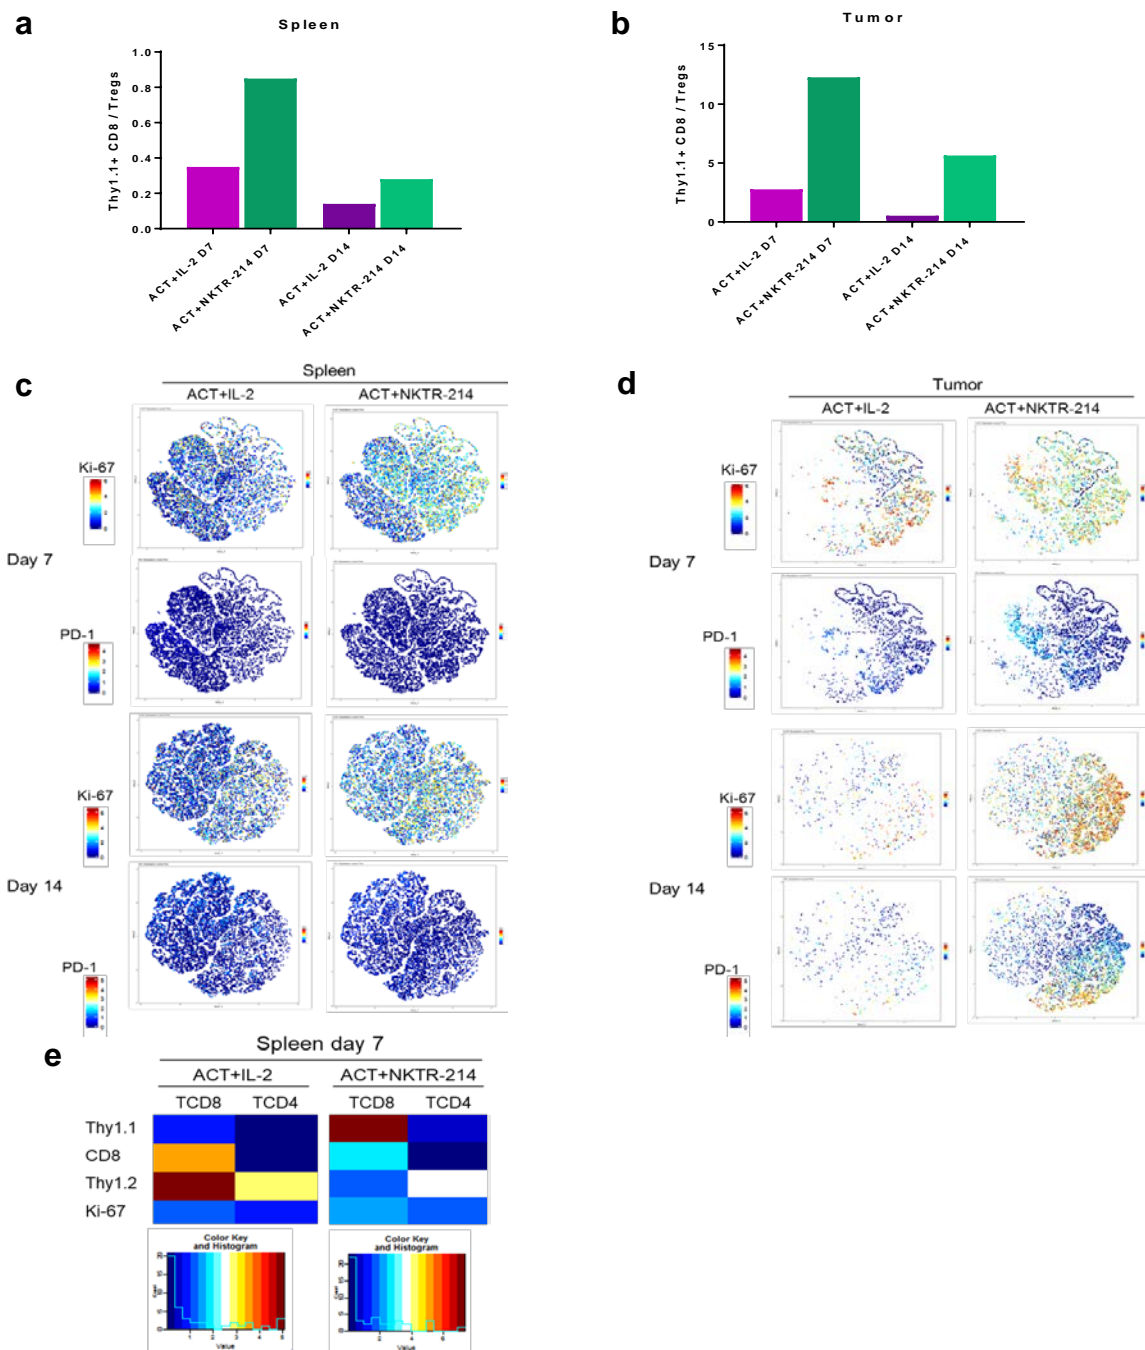

**Supplementary Figure 7.** NKTR-214 increased the CD8 T vs Tregs ratio. Ratio of Thy1.1, TCD8 and Tregs in spleen **a** and tumor **b**. **c-d** T-SNE plots showing Ki-67 (upper panels) and PD-1 marker expression level plot (lower panels) in spleen (**c**) and tumor (**d**) at day 7 and 14. Density scale bar represents marker expression of cells for a given cluster, ranging from low expression (blue) to high expression (red). **e** Heatmap displaying median marker expression of CD4 and CD8 in spleen of ACT+IL-2 or ACT+NKTR-214 treated mice at day 7.

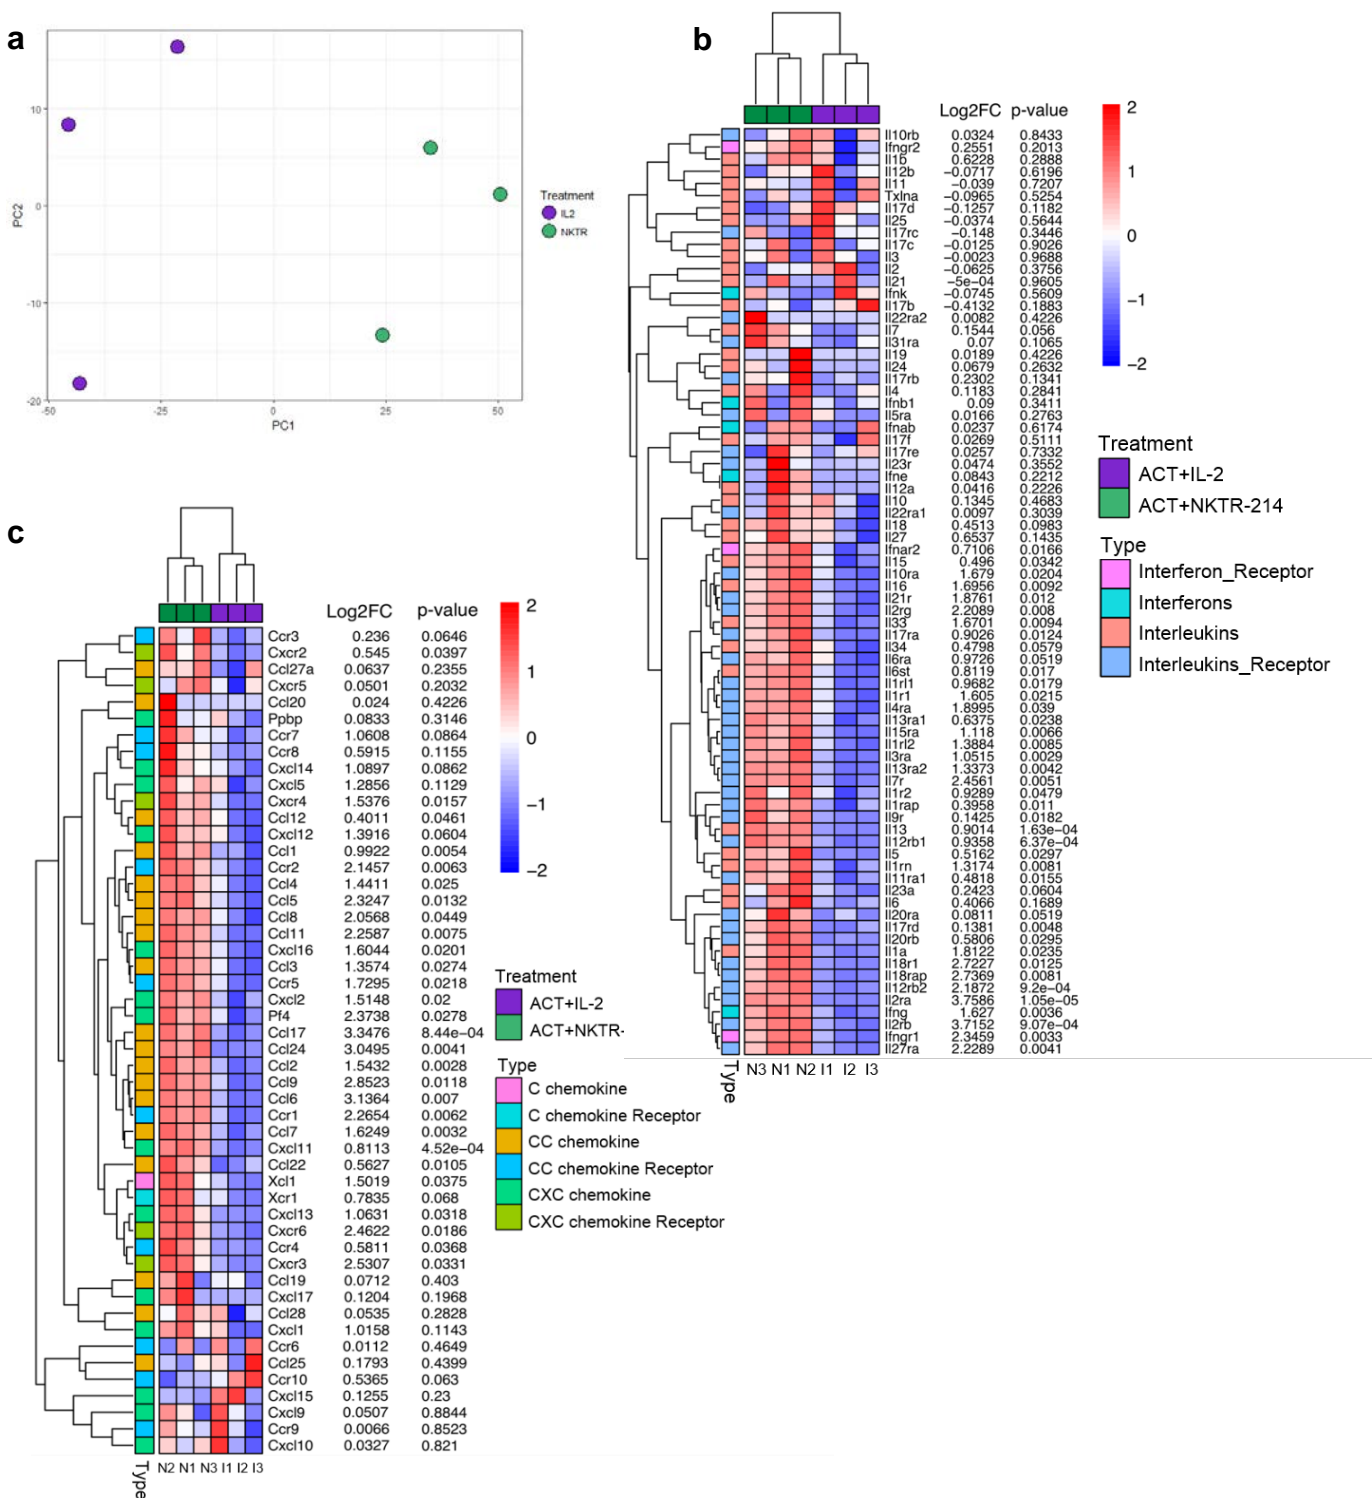

**Supplementary Figure 8.** RNA-Seq analysis of tumors. **a** PCA of gene expression profile of the tested samples. **b-c** Gene expression heatmap of interferons, interleukins and their receptors (**b**) and chemokines and their receptors (**c**).

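Of the 76 genes shown in Supplementary Fig. 8b, 55 reached the mean FPKM of 0.1 needed for the test. In ACT + NKTR-214, 39 of them were higher and 0 were lower at an adjusted p under 0.05 from limma, and 1 was lower at an unadjusted p under 0.05. Adjusted over these genes alone, 42 were higher and 1 was lower. Their median log2 fold change was 0.90, and the largest was 3.76 for *Il2ra*, which encodes the alpha chain of the IL-2 receptor. Of the 50 genes shown in Supplementary Fig. 8c, 43 were tested, 34 were higher and 1 was lower. Adjusted over these genes alone, 36 were higher and 1 was lower. Their median log2 fold change was 1.36, and the largest was 3.35 for *Ccl17*. The lower gene was *Ccr10*, with a log2 fold change of -0.54 (adjusted p = 0.0195 from limma). The tumors of the 2 groups did not overlap in 78.2% of the tested genes of Supplementary Fig. 8b and 81.4% of those of Supplementary Fig. 8c, where chance gives 10% of genes.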

**a**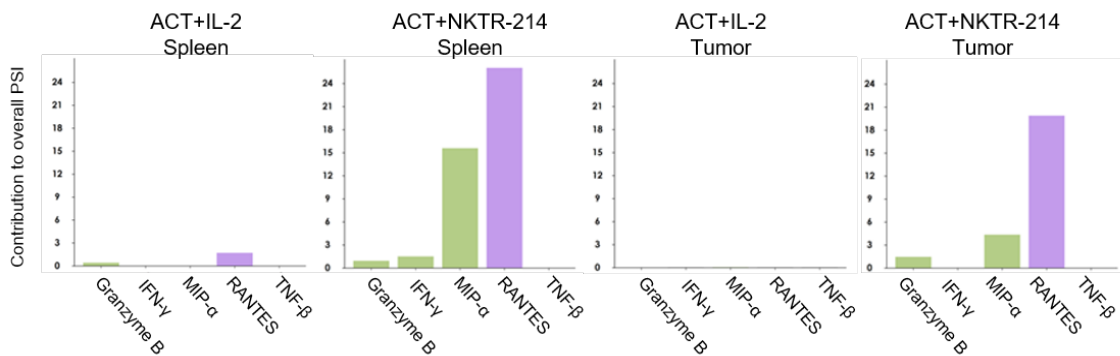**b**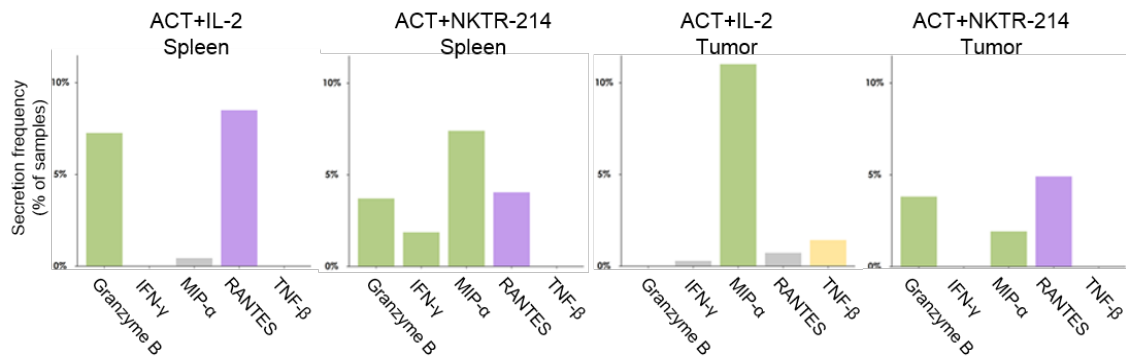**c**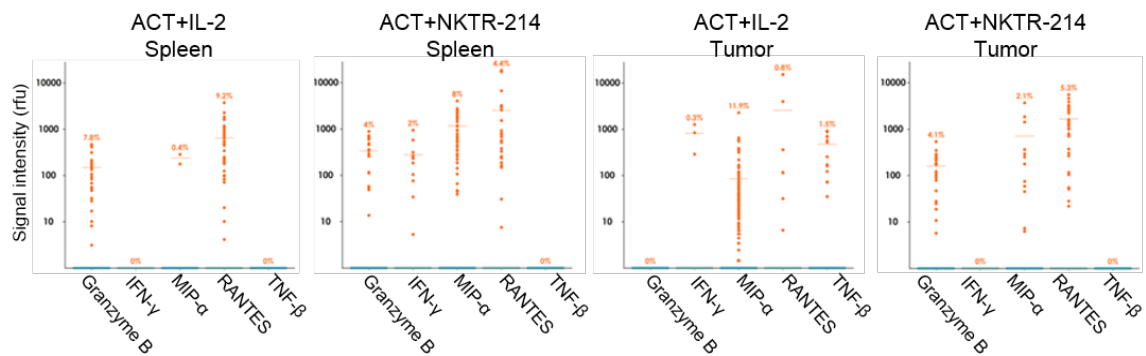

### Supplementary Figure 9. Polyfunctionality assay analysis of adoptively transfer Thy1.1. **a**

Single-cell polyfunctional strength composition showing which individual cytokines are driving the response. **b** Cytokine secretion graphs revealing the frequency at which each cytokine was secreted by single cells in each sample (without factoring in the secretion intensities). **c** Signal distribution graphs showing the single-cell secretion intensity of each cytokine in each sample.

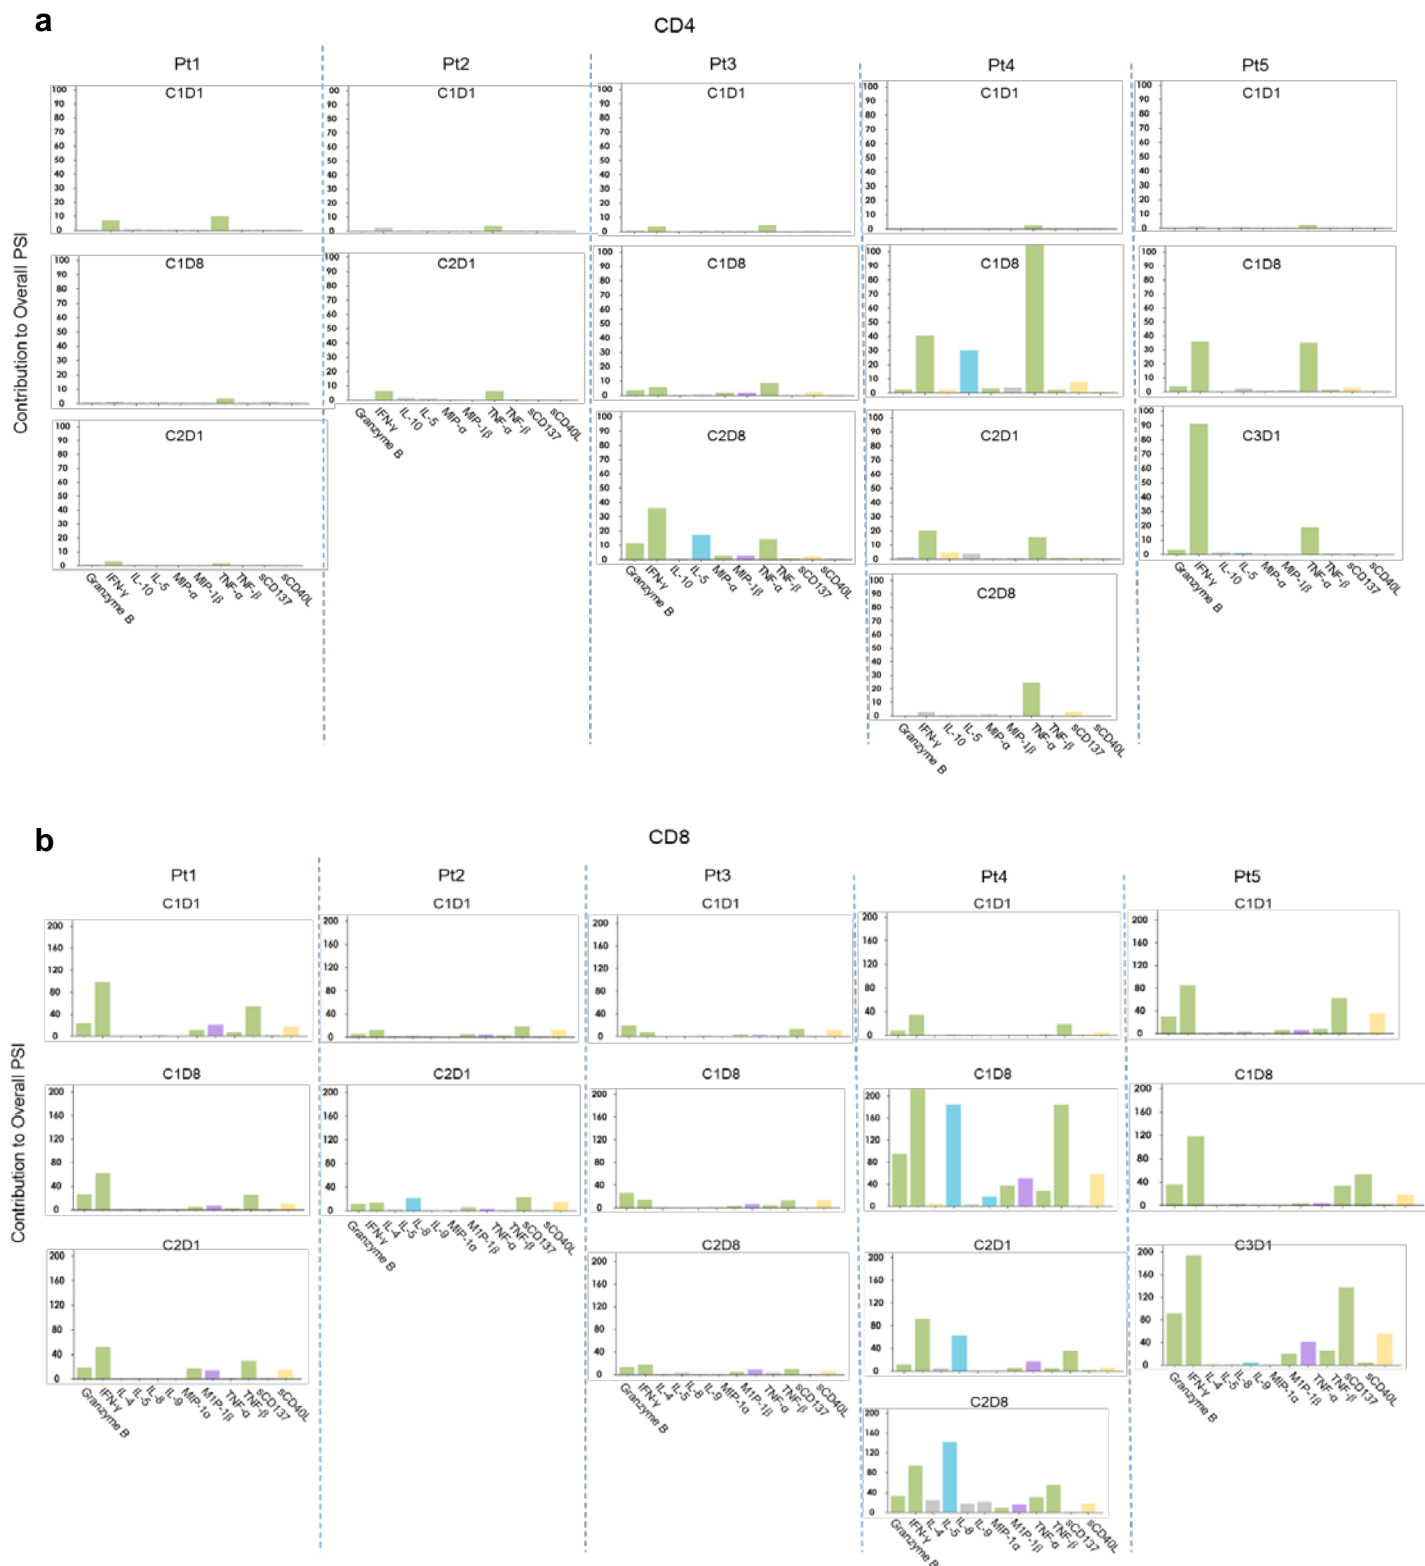

**Supplementary Figure 10.** Single-cell polyfunctional strength (PSI) composition. **a-b** Single-cell polyfunctional strength composition showing which individual cytokines are driving the response in CD4 (**a**) and CD8 (**b**) T cells.

**Supplementary Table 1.** Staining panel for Mass Cytometry

| Label                | Target             | Clone       | Dilution | Source       | CAT #      |
|----------------------|--------------------|-------------|----------|--------------|------------|
| <b>Surface</b>       |                    |             |          |              |            |
| 89Y                  | CD45               | 30-F11      | 1/100    | Fluidigm     | 3089005B   |
| 142Nd                | CD11c              | N418        | 1/100    | Fluidigm     | 3142003B   |
| 143 Nd               | CD69               | H1.2F3      | 1/100    | Fluidigm     | 3143004B   |
| 148Nd                | CD11b              | M1/70       | 1/100    | Fluidigm     | 3148003B   |
| 149Sm                | CD62L (L-selectin) | MEL-14      | 1/100    | Biolegend    | 104443     |
| 152Sm                | CD3e               | 145-2C11    | 1/100    | Fluidigm     | 3152004B   |
| 155Gd                | CD25               | 3C7         | 1/100    | Biolegend    | 101913     |
| 156Gd                | CD90.2 (Thy-1.2)   | 30-H12      | 1/100    | Fluidigm     | 3156006B   |
| 159Tb                | CD279_PD1          | 29F.1A12    | 1/100    | Fluidigm     | 3159024B   |
| 162Dy                | CD90.1(Thy1.1)     | OX-7        | 1/100    | Biolegend    | 202501     |
| 166Er                | CD19               | <b>6D5</b>  | 1/100    | Fluidigm     | 3166015B   |
| 168Er                | CD8                | 53-6.7      | 1/100    | Fluidigm     | 3168003B   |
| 170Er                | CD161 (NK1.1)      | PK136       | 1/100    | Fluidigm     | 3170002B   |
| 171Yb                | CD44               | IM7         | 1/100    | Fluidigm     | 3171003B   |
| 172Yb                | CD4                | RM4-5       | 1/100    | Fluidigm     | 3172003B   |
| 174Yb                | MCH_II_IA_IE       | M5/114.15.2 | 1/100    | Fluidigm     | 3174003B   |
|                      |                    |             |          |              |            |
| <b>Intracellular</b> |                    |             |          |              |            |
| 115 IN               | Ki67               | SolA15      | 1/100    | eBiosciences | 14-5698-82 |
| 141Pr                | TNF alfa           | MP6-XT22    | 1/100    | Fluidigm     | 3141013B   |
| 147Sm                | Eomes              | Dan11mag    | 1/100    | Thermo       | 14-4875-82 |
| 158Gd                | FoxP3              | FJK-16s     | 1/100    | Fluidigm     | 3158003A   |
| 161Dy                | t-bet              | 4B10        | 1/100    | Fluidigm     | 3161014B   |
| 165Ho                | IFNgamma           | XMG1.2      | 1/100    | Fluidigm     | 3165003B   |

# Supplementary material for: Persistence of adoptively transferred T cells with a kinetically engineered IL-2 receptor agonist
**Source:** Nat Commun. 2020 Jan 31;11:660. doi: 10.1038/s41467-019-12901-3
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                                       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for Data collection                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Data analysis   | <p>The imaging and quantification was performed with the HALO Next Generation imaging analysis software (Indica Labs). Bioluminescence imaging was carried out with a Xenogen IVIS 200 Imaging System (Xenogen/Caliper Life Sciences). Micro-PET scans were acquired using an Inveon microPET scanner (Siemens), followed by micro-CT scans (ImTek). MicroPET images were reconstructed using non attenuation or scatter corrected filtered back-projection, and AMIDE was used for image analysis and display. Mass cytometry data analysis was performed using the open-source R/Bioconductor package cytofkit. Reads were mapped using HISAT2 version 2.0.431 and aligned to the Mus musculus genome NCBI build GRCm38. Reads were quantified HTSeq version 0.6.1. The polyfunctional profile (2+ cytokines secreted per cell) of single cells was evaluated by IsoSpeak software. Statistical analyses were performed using GraphPad Prism version 7.03 (GraphPad Software).</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA sequencing data has been deposited in GEO repository under the accession number GSE118748.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to determine sample size. The numbers of animals per group are based on the need for proper statistical evaluation, which is based on our experience and the experience of other investigators.                            |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                      |
| Replication     | All attempts at replication were successful. Number of replicates per experiment are described in each figure legend.                                                                                                                                       |
| Randomization   | The mice were randomly assigned in the different groups.                                                                                                                                                                                                    |
| Blinding        | Investigators were not blinded to group allocation for the majority of experiments performed, except for tumor measurements. All forms of data collected, such as body weight, survival, BLI signal, cytokine secretion, etc could be measured objectively. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data               |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Supplementary table 1 provides all the information needed.                                                                                              |
| Validation      | Validation of the antibodies was performed by UCLA Jonsson Comprehensive Cancer Center (JCCC) and Center for AIDS Research Flow Cytometry Core Facility |

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s) B16-F10 from the American Type Culture Collection (ATCC).

|                                                                      |                                                                                                                                                                              |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Authentication                                                       | Cell lines were authenticated by IDEXX using CellCheck Mouse method, combining STR-based DNA profiling and multiplex PCR to detect both contamination and misidentification. |
| Mycoplasma contamination                                             | Cell lines tested negative for mycoplasma contamination.                                                                                                                     |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                              |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                       |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J (B6) mice were 6-8 week old females. Pmel-1 (Thy1.1+) transgenic mice were 5-7 week old females provided by Dr. Robert Prins, Department of Neurosurgery at the University of California, Los Angeles (UCLA) |
| Wild animals            | The study did NOT involve wild animals                                                                                                                                                                                |
| Field-collected samples | Samples were NOT collected from the field                                                                                                                                                                             |
| Ethics oversight        | Mice were used under the UCLA Animal Research Committee protocol # 2004-159-431                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | NCT02869295                                                                                                              |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |
| Outcomes                    | <i>Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.</i>          |

How the deposited data were processed for this re-analysis (not part of the article)

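RNA-seq of whole B16-F10 tumors was analysed, taken at day 12 from 3 mice treated with ACT + IL-2 and 3 mice treated with ACT + NKTR-214. The authors mapped single-end reads to GRCm38 with HISAT2, counted them per gene with HTSeq and deposited FPKM values on the linear scale, 1 column per tumor. The deposited FPKM table lists 21358 entries, and 948 of them carry a copy number after the gene symbol. All 6 columns were used. Read counts were not used here, so the depth per library is not known, and the precision of a value is given by the spread between tumors.

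Values were taken as log2(FPKM + 1). Genes with a mean FPKM of at least 0.1 over the 6 libraries were tested. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. No block was used, since the replicate numbers stand for different mice. The sign of a log2 fold change is that of ACT + NKTR-214 minus ACT + IL-2. Clustering and principal component analysis used the 1500 genes with the largest variance, a ranking that the paper's text does not name.

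Gene set enrichment used fgsea 1.28.0 on log2 fold changes, with the mouse Reactome sets that come with it (1444 sets, of which 670 had between 15 and 500 tested genes and a p-value from fgsea). Sets for which fgsea gave no p-value were left out. Limma's camera test was run on the same sets. Of 19 gene families defined by symbol patterns, 11 were large enough to test. Symbols were paired with Entrez identifiers for 20343 entries and with GENCODE vM21 for 20135 entries. Gene Ontology sets were not used here. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

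The genes named in the text are every gene that the paper names for this experiment and, in each direction, the 5 genes with the largest log2 fold change among those past the threshold with a mean FPKM of at least 1 and no overlap between the groups. The values of 1 gene that the paper names are not reported here. Other genes in the closing section were chosen after their values were seen. The sample groups, tests, marker sets and alternative settings were fixed before the data were examined, except quantile normalization of the marker sets, which was added later, and further gene lists in the closing section are named there as written later. The alternatives were a pseudocount of 0.1, a minimum mean FPKM of 1 and no minimum, scaling to a common 75th percentile, quantile normalization, eBayes without the trend, no moderation of the variance, the replicate number as a block, other numbers, rankings, scalings and linkage of the variable genes, the moderated statistic as the ranking for gene sets, *Cd3e* alone in place of the pan T cell genes, and each tumor left out in turn. Single values of marker sets were compared with exact two-sided permutation tests, whose smallest p with 3 against 3 tumors is 0.1.

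The fit was tested on simulated data with 200 changed genes among 14172. It called 191 of the changed genes and 9 unchanged genes. A planted gene set ranked 1 of 50 by NES and was called by camera, and 0 random sets were called. The 200 changed genes were given large changes and lay well above the expression minimum. Noise was drawn independently for each gene, with no offset between libraries. The simulation therefore does not show how the tests behave for small changes, for genes with low values, for correlated genes or with a library offset.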

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

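The tests of both patterns in this part were chosen after the results were seen. The 4 genes below are outside those that the paper discusses, and each was higher in all 3 ACT + NKTR-214 tumors than in any ACT + IL-2 tumor.

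*Chil3* had the largest log2 fold change of the genes named by the rule, 6.23 (adjusted p = 1.08e-09 from limma with Benjamini-Hochberg adjustment), with 0.678, 0.4804 and 0.804 FPKM in ACT + IL-2 replicates 1, 2 and 3 and 74.8, 106 and 234 FPKM in ACT + NKTR-214 replicates 1, 2 and 3. Its paralog *Chil4* shares 29.4% of the 50-base windows of the *Chil3* transcript, but the FPKM of *Chil4* was 0.013% of that of *Chil3* in ACT + NKTR-214. Lung tissue in the samples was tested with lung epithelium genes, the highest of which (*Ager*) had a mean of 1.71 FPKM in ACT + NKTR-214. With 75th percentile scaling the log2 fold change was 6.16, and the lowest value with 1 library left out was 5.77. The change of *Chil3* exceeded that of macrophage and monocyte markers by 4.56 (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 tumors allow). *Chil3* was picked for the size of its change, so this p-value adds no evidence. None of the technical explanations tested accounts for the change. Lists written after the values were seen rose by 3.73 for alternatively activated macrophage genes, which include *Chil3* itself, and by 1.33 for eosinophil genes (3.14 with a pseudocount of 0.1), and neutrophil genes rose by 1.70. These values do not settle which cells expressed *Chil3*.

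*Gzmf*, *Gzmg* and *Gzmd* lie in the granzyme cluster of chromosome 14 and had log2 fold changes of 6.15, 5.45 and 5.41 (adjusted p = 1.08e-09, 3.35e-08 and 1.12e-08 from limma). In ACT + NKTR-214 the FPKM of *Gzmd* was 15.9% of the sum of the other genes of the cluster, and other genes share 21.9% of the 50-base windows of its transcript. The same values were 15.2% and 19.8% for *Gzmg*. For *Gzmf* they were 23.6% and 7.36%. That sum includes *Gzmb*, which shares none of its windows, so it does not bear on shared reads. Without *Gzmb* the percentages were 27.5% for *Gzmd*, 26.3% for *Gzmg* and 42.9% for *Gzmf*, each more than the share of its windows accounts for. With 75th percentile scaling the lowest of the 3 log2 fold changes was 5.34. The summed FPKM of *Gzmb* to *Gzmg*, which does not depend on how shared reads are divided within the cluster, rose by 5.51 on the log2 scale (exact two-sided permutation test, p = 0.1, the smallest possible). The mean change of *Gzmb* to *Gzmg* exceeded that of pan T cell genes by 2.17 (exact two-sided permutation test, p = 0.1, the smallest possible). Bulk RNA does not show whether this reflects more of the cells that express them or more expression per cell. The cluster was taken up because *Gzmf*, *Gzmg* and *Gzmd* were picked for the size of their changes, so these p-values add no evidence.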

How the results depend on the processing

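Of the tests in this part, only quantile normalization of the marker sets was chosen after the results were seen. No gene past the threshold in the values as reported was past it in the opposite direction under any alternative that was run. Without moderation of the variance, the counts fell to 101 genes higher, 27 lower, 6 of Fig. 5c, 3 of Supplementary Fig. 8b and 2 of Supplementary Fig. 8c, while 4627 genes had an unadjusted p under 0.05 in limma. The genes lower numbered 3710 with 75th percentile scaling and 4549 with quantile normalization, against 1173 for FPKM as deposited. These alternatives gave 3262 and 2669 genes higher, against 2940. With 75th percentile scaling the median log2 fold change of all genes moved by -0.075.

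The percent of variable genes higher in ACT + NKTR-214 was 96.8 among 500 genes, 68.2 among 5000 genes, 94.6 with a pseudocount of 0.1 and 84.7 with 75th percentile scaling. The share of variance on the first component was 95.2% with 500 genes, 88.0% with 5000 genes, 89.0% with a pseudocount of 0.1 and 89.9% with genes scaled to unit variance. Why these values moved was not tested. The first split of the tree parted the groups under each alternative.

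Across the 6 fits that each left out 1 tumor, the ranges were 2004 to 3480 genes higher, 635 to 2003 genes lower, 31 to 41 genes of Supplementary Fig. 8b, 27 to 35 genes of Supplementary Fig. 8c, 85.7 to 92.1% of variable genes higher, 90.1 to 95.4% of variance on the first component, 65 to 84 positive Reactome sets and an NES of 1.99 to 2.32 for the chemokine family. The count of Fig. 5c genes was 18 in each of these fits. Negative Reactome sets, 97 for FPKM as deposited, ranged from 34 (without ACT + IL-2 replicate 1) to 169 (with 75th percentile scaling). Positive Reactome sets ranged from 63 with a pseudocount of 0.1 to 86 with 75th percentile scaling.

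Of the 42 genes chosen by the rule, 40 passed the threshold. Without moderation 28 of them no longer passed. Calls of *Il6* and *Il27* were lost with no filter on low values, with either scaling and without the intensity trend, and that of *Il15* with no filter and with quantile normalization, and each of these 3 calls was also lost in some of the fits that left out 1 tumor. *Il18* passed among genes with a mean FPKM of at least 1, and *Cd44* passed as lower with either scaling. Of 189 values of marker sets under the alternatives other than quantile normalization, 7 moved by more than the spread between tumors, each with a pseudocount of 0.1: 1.58 for the CD4 helper T cell set, 1.41 for the NK cell set, 0.95 for the dendritic cell set, 0.45 for the keratinocyte set, 2.41 for the neutrophil set, 3.57 for the pan T cell set, 1.20 for the regulatory T cell set. With quantile normalization the values that moved were -0.20 for the B cell set, 0.41 for the MHC class I set, 0.70 for the regulatory T cell set.

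With the replicate number as a block, 3090 genes were higher and 1227 were lower, 40 genes of Supplementary Fig. 8b and 34 of Supplementary Fig. 8c were higher, and the ranking by the moderated statistic gave 77 positive Reactome sets and an NES of 2.23 for the chemokine family. The mean correlation of same-numbered tumors after removing group means was 0.041, against -0.02 for other pairs, and the pairs ranged from -0.206 to 0.396. Since the depth of the libraries is not known, its limit on genes with low FPKM was not measured.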

Differences from the paper's values

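No test in this part was chosen after the results were seen. The 19 genes of Fig. 5c did not differ from the paper's Source Data. Of 98 genes of Supplementary Fig. 8, 3 had the other sign and 95 did not differ. Of 28 genes under the expression minimum, 2 (*Ccr6* and *Cxcl15*, named after their values were seen) also had another sign in the figure. *Ccl25* had a log2 fold change of -0.18, and the paper's value is about 0.18 in Supplementary Fig. 8c, read by eye. *Ccr10* had -0.54, and the paper's value is about 0.54 in Supplementary Fig. 8c, read by eye. None of the alternatives set before the data were examined closed the gap for *Ccl25* or *Ccr10*. *Cxcl9* had -0.0507, and the paper's value is about 0.051 in Supplementary Fig. 8c, read by eye. These 3 were the only tested genes of that figure with a negative log2 fold change here. Each matched the paper's value in size and differed in sign only. For *Cxcl9* the sign was that of the paper's value without ACT + IL-2 replicate 1 (0.17) and without ACT + NKTR-214 replicate 3 (0.16), and under none of the other alternatives. In those fits its size no longer matched the paper's value.

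The paper lists *Cd44* among genes highly expressed in ACT + NKTR-214 tumors. Its log2 fold change here was -0.16 (adjusted p = 0.511 from limma with Benjamini-Hochberg adjustment), and no alternative gave a positive value. Whole-tumor RNA does not show how *Cd44* changed in T cells. The paper lists *IL-18* among genes higher in ACT + NKTR-214. The log2 fold change of *Il18* here was 0.45, and the paper's value is also about 0.45 in Supplementary Fig. 8b, read by eye. The tumors of the 2 groups did not overlap. The value and its direction therefore do not differ, but *Il18* missed the threshold used here (adjusted p = 0.06 from limma). It passed the threshold among genes with a mean FPKM of at least 1 (adjusted p = 0.033 from limma), with the replicate block (adjusted p = 0.042 from limma) and without ACT + IL-2 replicate 1 (adjusted p = 0.00797 from limma), and over all alternatives its adjusted p from limma ranged from 0.00797 (without ACT + IL-2 replicate 1) to 0.256 (without ACT + IL-2 replicate 3).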

Other observations

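All tests in this part were chosen after the results were seen, except those of gene length and GC content, of sequencing depth, of the marker sets and of the T cell genes relative to pan T cell genes.

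Of the calls, 46.8% were higher with 75th percentile scaling and 71.5% with FPKM as deposited. A common percentile centres the libraries, so this does not test whether the balance for FPKM as deposited comes from the scaling. Exon length and GC content explained 2.44% of the variance of the log2 fold changes over genes. Among genes with a mean FPKM of at least 10, 65.0% of calls were higher. Since the depth is not known, this leaves open whether depth plays a part. Among the 1500 most variable genes, 84.7% had a higher mean with 75th percentile scaling.

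The 6 libraries can be split into groups of 3 in 10 ways, of which 4 part all 3 same-numbered pairs, as the real split does, and the others part 1 pair. Of these 4, 1 gave as many genes past the threshold, the real one itself, and the same count of 1 held for the genes of Fig. 5c, of Supplementary Fig. 8b and of Supplementary Fig. 8c. The other splits gave 0 genes at an adjusted p under 0.05 in limma and 21 to 1240 genes at an unadjusted p under 0.05. For the Reactome sets called in one direction, 2 of the 4 splits gave as many, and for the NES of the chemokine family 3 did. Every split other than the real one still sets 2 tumors of one treatment against 1, and an NES does not depend on the size of the changes, so these counts for gene sets do not show whether the enrichment follows the treatment. With 10 splits no share under 0.05 can be reached.

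Mean log2(FPKM + 1) of 21 marker sets was compared between the groups by exact two-sided permutation tests, and the lowest Benjamini-Hochberg adjusted p was 0.162, since 3 against 3 tumors cannot give a p lower than 0.1. The difference was 3.41 for CD8 T cell genes, 3.03 for pan T cell genes, 1.70 for neutrophil genes, 1.68 for macrophage and monocyte genes, 1.15 for MHC class II genes, 1.13 for fibroblast genes, 0.96 for regulatory T cell genes, 0.84 for NK cell genes, 0.82 for adipocyte genes, 0.77 for MHC class I genes, 0.64 for dendritic cell genes, 0.51 for CD4 helper T cell genes, 0.50 for erythrocyte genes, 0.45 for endothelial cell genes, 0.28 for hypoxia genes, 0.18 for keratinocyte genes, 0.01 for B cell genes, -0.09 for interferon response genes, -0.53 for cell cycle genes, -0.82 for skeletal muscle genes and -0.97 for melanocyte lineage genes. The regulatory T cell value came mostly from *Tnfrsf4* (2.699), while *Foxp3* (-0.0017, adjusted p = 0.996 from limma) and *Ikzf2* (0.18, adjusted p = 0.307 from limma) did not pass the threshold. *Foxp3* passed as lower with quantile normalization (-0.29, adjusted p = 0.0303 from limma) and did not pass with 75th percentile scaling (-0.08, adjusted p = 0.508 from limma). *Ikzf2* was -0.11 with quantile normalization (adjusted p = 0.431 from limma). The B cell value changed sign with 75th percentile scaling (-0.03) and with quantile normalization (-0.20). Relative to the mean of 10 pan T cell genes, 6 of the 19 genes of Fig. 5c rose more, namely *Gzma* (2.33), *Gzmb*, *Gzmc*, *Prf1*, *Ctla4* and *Pdcd1* (0.25, with overlapping tumors and p = 0.3 in an exact two-sided permutation test), and the others rose less or fell. With a pseudocount of 0.1, which compresses low values less, this count was 7, as *Cd28* moved from -0.304 to 0.345. *Lef1* moved from -1.425 to -0.242 and *Klrg1* from -1.133 to -0.306, while *Havcr2* moved down from -0.973 to -1.191. The place of genes with low values relative to the pan T cell genes therefore depends on the pseudocount. Relative to *Cd3e* alone, tested with a pseudocount of 1 only, *Gzma*, *Gzmb*, *Gzmc* and *Prf1* rose more, *Ctla4* was level with it and *Pdcd1* was below it (-0.25). The other changes of that panel may follow a larger share of T cell RNA, which bulk RNA cannot tell apart from expression per cell.

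The genes with the largest negative log2 fold changes by the same rule were *Cyp51* (-2.32), *Cck* (-2.30), *Msmo1* (-2.24), *Insig1* (-2.10) and *Mgll* (-2.05), each past the threshold. The mean of the 22 genes of cholesterol biosynthesis changed by -1.06, and 17 were lower past the threshold. The change nearest 0 was -1.16 under the other scalings and -1.01 with 1 library left out. Among 10000 random sets matched on expression, exon length and GC content, the set lay at percentile 0, with a lowest random mean of -0.23. Relative to cell cycle markers the set changed by -0.53. Relative to melanocyte lineage markers it changed by -0.10 (exact two-sided permutation test, p = 0.6) and, with *Mitf* left out of those markers, by -0.25 (exact two-sided permutation test, p = 0.3), with overlapping tumors in both. With these markers taken as the measure, the mean fall of the set can therefore not be told apart from a smaller share of tumor cell RNA. This does not hold for each gene, since the mean includes genes that did not fall, such as *Lbr* (0.31). Others, such as *Fdps* (-2.05), fell further than any of the 6 markers other than *Mitf* (-0.59 to -1.08). Whether each tumor cell expressed the markers as before was not tested, and their fall measures the share of tumor cell RNA only if so.

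*Mitf* had a log2 fold change of -1.91 (adjusted p = 7.65e-06 from limma) and of -2.01 with 75th percentile scaling. Its change minus that of the other melanocyte lineage markers was -1.10 (exact two-sided permutation test, p = 0.1, the smallest possible). *Mitf* was singled out after it was seen to fall furthest of these markers, so this p-value adds no evidence. The other markers changed by -0.59 to -1.08. A smaller share of tumor cell RNA that lowered all markers alike would not account for the excess. Lower *Mitf* expression in tumor cells is a candidate explanation that was not tested apart from this choice.

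*Ifng* rose, while the mean of 8 interferon response genes changed by -0.09 (exact two-sided permutation test, p = 0.6) and by -0.20 with 75th percentile scaling. Relative to melanocyte lineage markers the set was higher by 0.88 (exact two-sided permutation test, p = 0.1). That difference restates the fall of the melanocyte lineage markers, which any unchanged set would show, so it leaves open whether a smaller share of tumor cell RNA hides a rise. The Reactome set of interferon gamma signaling (85 genes) was enriched among higher genes, with an NES of 1.898 (adjusted p = 9.64e-08 from fgsea and 2.36e-06 from camera). The wider set of interferon signaling (114 genes) had an NES of 1.768 (adjusted p = 2.05e-06 from fgsea and 0.000166 from camera). The 8 genes therefore do not show that interferon signaling genes as a whole were not raised.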
